# The REST remodeling complex protects genomic integrity during embryonic neurogenesis

**DOI:** 10.7554/eLife.09584

**Published:** 2016-01-08

**Authors:** Tamilla Nechiporuk, James McGann, Karin Mullendorff, Jenny Hsieh, Wolfgang Wurst, Thomas Floss, Gail Mandel

**Keywords:** transcription factor, repression, genomic instability, neurogenesis, REST complex, knockout animal, Mouse

## Abstract

The timely transition from neural progenitor to post-mitotic neuron requires down-regulation and loss of the neuronal transcriptional repressor, REST. Here, we have used mice containing a gene trap in the *Rest* gene, eliminating transcription from all coding exons, to remove REST prematurely from neural progenitors. We find that catastrophic DNA damage occurs during S-phase of the cell cycle, with long-term consequences including abnormal chromosome separation, apoptosis, and smaller brains. Persistent effects are evident by latent appearance of proneural glioblastoma in adult mice deleted additionally for the tumor suppressor p53 protein (p53). A previous line of mice deleted for REST in progenitors by conventional gene targeting does not exhibit these phenotypes, likely due to a remaining C-terminal peptide that still binds chromatin and recruits co-repressors. Our results suggest that REST-mediated chromatin remodeling is required in neural progenitors for proper S-phase dynamics, as part of its well-established role in repressing neuronal genes until terminal differentiation.

**DOI:** http://dx.doi.org/10.7554/eLife.09584.001

## eLife digest

In the brain, cells called neurons connect to each other to form complex networks through which information is rapidly processed. These cells start to form in the developing brains of animal embryos when “neural” stem cells divide in a process called neurogenesis. For this process to proceed normally, particular genes in the stem cells have to be switched on or off at different times. This ensures that the protein products of the genes are only made when they are needed.

Proteins called transcription factors can bind to DNA to activate or inactivate particular genes; for example, a transcription factor called REST inactivates thousands of genes that are needed by neurons. During neurogenesis, the production of REST normally declines, and some studies have shown that if the production of this protein is artificially increased, the formation of neurons is delayed. However, other studies suggest that REST may not play a major role in neurogenesis.

Here, Nechiporuk et al. re-examine the role of REST in mice. The experiments used genetically modified mice in which the gene that encodes REST was prematurely switched off in neural stem cells. Compared with normal mice, these mutant mice had much smaller brains that contained fewer neurons because the stem cells stopped dividing earlier than normal. Unexpectedly, many genes that are normally switched off by REST, were not significantly changed, while genes that are not normally regulated by REST – such as the gene that encodes a protein called p53 – were active.

It is known from previous work that p53 is expressed when cells are exposed to harmful conditions that can damage DNA. This helps to prevent cells from becoming cancerous. Nechiporuk et al. found that cells that lacked REST had higher levels of DNA damage than normal cells due to errors during the process of copying DNA before a cell divides. Furthermore, when both REST and p53 were absent, the neural stem cells became cancerous and formed tumors in the mice.

Nechiporuk et al.’s findings suggest that REST protects the DNA of genes that are needed for neurons to form and work properly. The new challenge is to understand where in the genome the damage is occurring.

**DOI:** http://dx.doi.org/10.7554/eLife.09584.002

## Introduction

The transcriptional repressor REST (also called NRSF; Schoenherr and Anderson, 1995) binds to thousands of coding and non-coding genes that, as an ensemble, are required for the terminally differentiated neuronal phenotype (Bruce et al., 2004; Conaco et al., 2006; Otto et al., 2007; Mortazavi et al., 2006). In situ hybridization analysis shows a striking reciprocal pattern of REST expression to genes expressed within the developing nervous system, consistent with its role as a repressor (Schoenherr and Anderson, 1995; Chong et al., 1995). In differentiating cells in culture, REST is down-regulated during the transition to a mature neuron (Ballas et al., 2005) and overexpression of REST by in utero electroporation leads to delay in neuronal maturation (Mandel et al., 2011). These results suggest that REST serves as a timer of terminal neuronal differentiation.

Counter to this model, in vivo loss-of-function analyses in mice have not shown evidence for precocious differentiation or de-repression of genes responsible for the mature neuronal phenotype in the embryonic nervous system. A global germline knockout (KO) of REST is early embryonic lethal, but no obvious morphological defects in neural tube formation were noted in that study (Chen et al., 1998). Later, in embryogenesis, brain-specific loss of REST, by conventional Cre lox technology, also lacks an obvious nervous system phenotype (Aoki et al., 2012), while conditional loss of REST from adult neural progenitors shows only transient and subtle precocious neuronal differentiation (Gao et al., 2011). Despite these results, a recent study points to a role for REST in human neurogenesis and microcephaly through regulation of REST by a factor, ZNF335, mutated in patients with a severe form of microcephaly (Yang et al., 2012). Additionally, microcephaly results from dysregulation of a REST/BAF170/Pax6 repressor complex during neurogenesis (Tuoc et al., 2013). Thus, the role of REST in embryonic neurogenesis remains an open question.

To re-examine the role of REST during embryonic neurogenesis, we use mice containing a conditional gene trap (GT) cassette in an intron of the endogenous *Rest* gene that terminates transcription upstream from the initiator codon. Using this line, we generate mice with a REST deficiency in nestin-positive neural progenitors, prior to the time when REST is dismissed normally from chromatin during neurogenesis. We examined these mice for embryonic and adult brain phenotypes and found DNA damage, apoptosis, and smaller brain size as prominent defects. The DNA damage persisted and caused glioblastoma (GBM) in mice also lacking the tumor suppressor, p53. We also characterized REST binding properties and embryonic phenotypes in a conventional brain-specific *Rest* KO line (Gao et al., 2011), targeting *Rest* exon 2, which we show still expresses a C-terminal REST peptide, for comparison with our *Rest GT* mice. Our results indicate that REST is required to protect genomic integrity, supervised by S phase surveillance, and that this function is key for regulating proper timing of terminal neuronal differentiation.

## Results

### Global Rest loss using a GT approach

We exploited a mouse line carrying a GT in the *Rest* intron (*Rest^GT^*) between non-coding exon 1a–c and the first coding exon, exon 2 (Figure 1A). The *GT* cassette contains a splice acceptor site upstream of a promoter-less β*-galactosidase* and *neomycin* gene fusion (*β-geo*) and a polyadenylation sequence (Schnutgen et al., 2005). Thus, *β-geo* expression in this line is under the control of endogenous *Rest* regulatory elements. The GT was confirmed in the *Rest* locus by Southern blot analysis (Figure 1B) and we verified the insertion of a single GT in the genome by additional Southern blot and DNA sequence analysis (data not shown). *Rest^GT/GT^* mice, like *Rest* KO mice generated by germ-line deletions of *Rest* exons 2 and 4 (Chen et al., 1998; Aoki et al., 2012), are growth-arrested (Figure 1C) and die between E9.5 and 11.5, validating the *Rest^GT^*allele as a model for loss-of-function.

**Figure 1.**
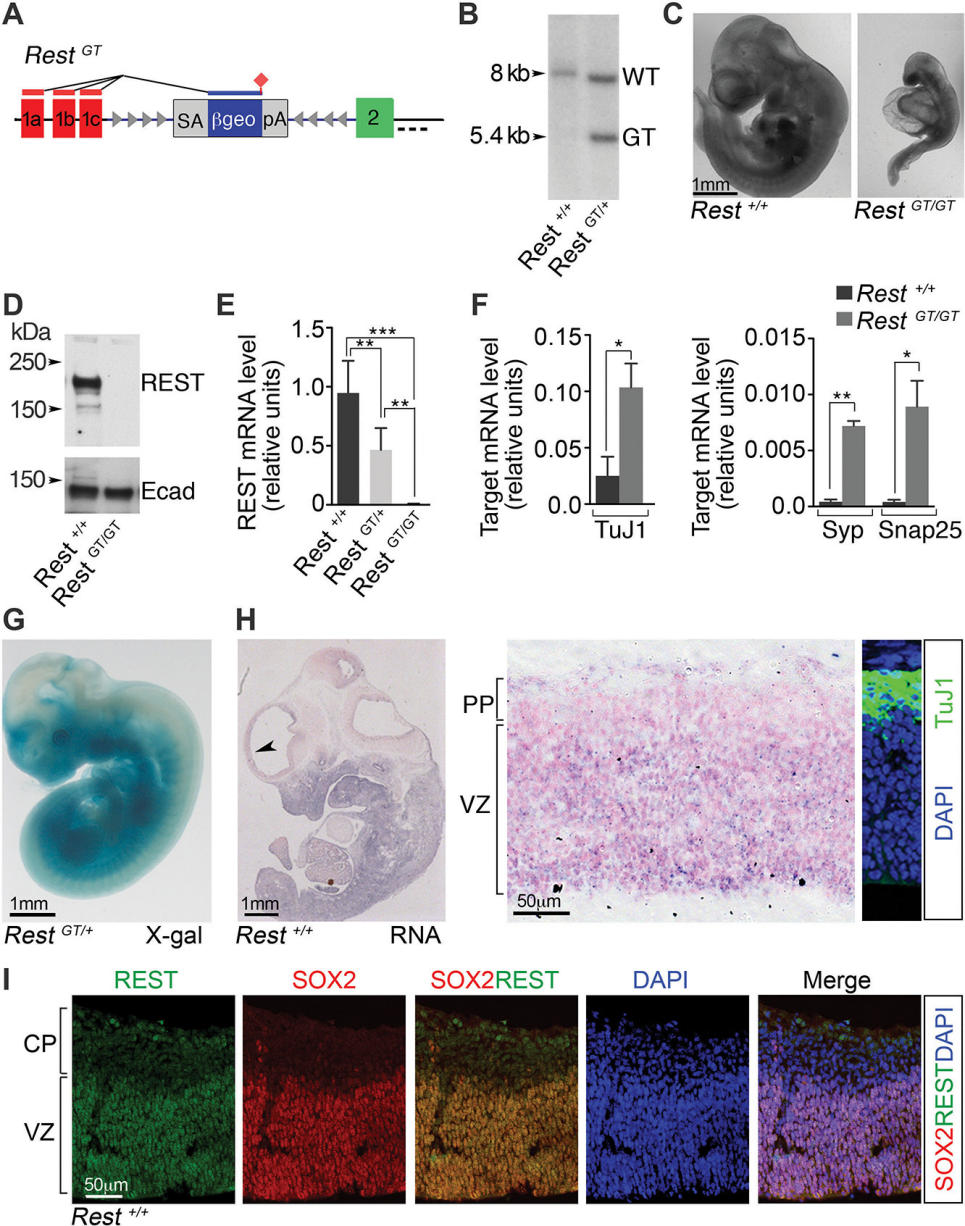
A GT in the *Rest* gene (*Rest^GT^*) causes REST deficiency and embryonic lethality. (**A**) Schematic showing the GT in the first *Rest* intron. Red and green boxes indicate alternative 5’ untranslated exons (1a–c) and first coding exon (2), respectively. The GT cassette contains an SA site, a reporter gene encoding a *β*-galactosidase neomycin fusion gene (*β-geo*), and a pA sequence. Arrowheads depict target sites for Flpe and Cre recombinases. Dashed line indicates probe location for Southern blot in B. (**B**) Southern blot of genomic DNA from indicated genotypes. (**C**) E10.5 wild type (*Rest^+/+^)* and mutant (*Rest^GT/GT^*) embryos. (**D**) Western blot analysis of REST protein in E10.5 embryos. Ecad (E-cadherin), loading control. (**E**) qRT-PCR analyses of *Rest* mRNA levels, normalized to 18S RNA, in E9.5 embryos, n=6 mice/genotype. Means and SD are shown. (**F**) qRT-PCR analysis, normalized to 18S RNA, for *Rest* targets, n=3 mice/genotype. Means and SD are shown. *Syp* and *Snap25* values in *Rest^+/+^* are 4.3×10^-4^ ± 2.0×10^−4^ and 4.1×10^−4^ ± 2.0×10^−4^, correspondingly. Statistical significance was determined by ANOVA with Tukey posthoc (**E**) and by unpaired t-test with Welch correction. (**F**) (**G**) Whole mount X-gal staining of E11.5 embryo. (**H**) Left, in situ hybridization analysis for *Rest* transcripts in E12.5 embryo. Arrowhead indicates region magnified in adjacent image. Counterstain (pink) is nuclear fast red. Right panel, Immuno-labeling showing location of TuJ1+ neurons used to determine PP and VZ boundaries. (**I**) Immuno-labeling of cortical section from E13.5 embryo using indicated antibodies and DAPI stain for nuclei. *, p<0.05, **, p<0.01, ***, p<0.001. ANOVA, analysis of variance; GT, gene trap; mRNA, messenger RNA; PP, preplate; qRT-PCR, quantitative real-time polymerase chain reaction; SA splice acceptor; SD, standard deviations; VZ, ventricular zone. **DOI:** http://dx.doi.org/10.7554/eLife.09584.003

In *Rest^GT/GT^* mice, we also observed loss of both REST protein (Figure 1D) and messenger RNA (mRNA; Figure 1E) (*Rest^+/+^,* 0.95, standard deviation [SD], 0.27; *Rest^GT/+^,* 0.47, SD 0.18; *Rest^GT/GT^*, 0.7×10^−2^, SD 0.003). This was accompanied by the predicted reciprocal up-regulation of select REST target genes (Figure 1F). The *β*-gal activity programmed from the GT correlated tightly with the pattern of endogenous *Rest* mRNA. For example, *β*-gal activity (Figure 1G) and endogenous *Rest* expression (Figure 1H, left panel) were both detected in non-neural tissues outside the developing nervous system. In the embryonic brain, endogenous *Rest* mRNA was confined largely to neural progenitors in the ventricular zone (VZ) and mostly absent from preplate cells that were populated with TuJ1+ neurons (Figure 1H). Correspondingly, REST protein expression was confined predominantly to SOX2+ neural progenitors (Figure 1I). We were not able to detect REST protein in the subventricular zone (SVZ) occupied by the more committed TBR2+ basal progenitors (not shown), indicating that the down-regulation of REST occurred most robustly prior to the generation of mature neurons and the transition to basal progenitors.

### Conditional REST gene deficiency in neural progenitors

Early embryonic lethality, coincident with the onset of neurogenesis, precluded analysis of REST function in *Rest^GT/GT^* neural progenitors. Therefore, we used a two-step breeding scheme to remove REST specifically from neural progenitors. In the first step, *Rest^GT^* mice (Figure 1A) were crossed to mice expressing the *Flpe recombinase* transgene (Dymecki et al., 2000). This resulted in inversion of the GT cassette (*GTinv*) to restore normal splicing of *Rest* exons 1a–c to exon 2 (Figure 2A, top). In the second step, *Rest^GTi/+^* mice, heterozygous for the inverted allele, were bred to mice expressing a *Nestin Cre* recombinase transgene. This resulted in re-inversion of the *GTinv* cassette to create a mutant *Rest* allele in which exons 1a–c were spliced to the *β-g*e*o* gene instead of exon 2 (Figure 2A, bottom), terminating transcription upstream of remaining *Rest* sequences. All genotypes were confirmed by DNA sequence analysis.

**Figure 2.**
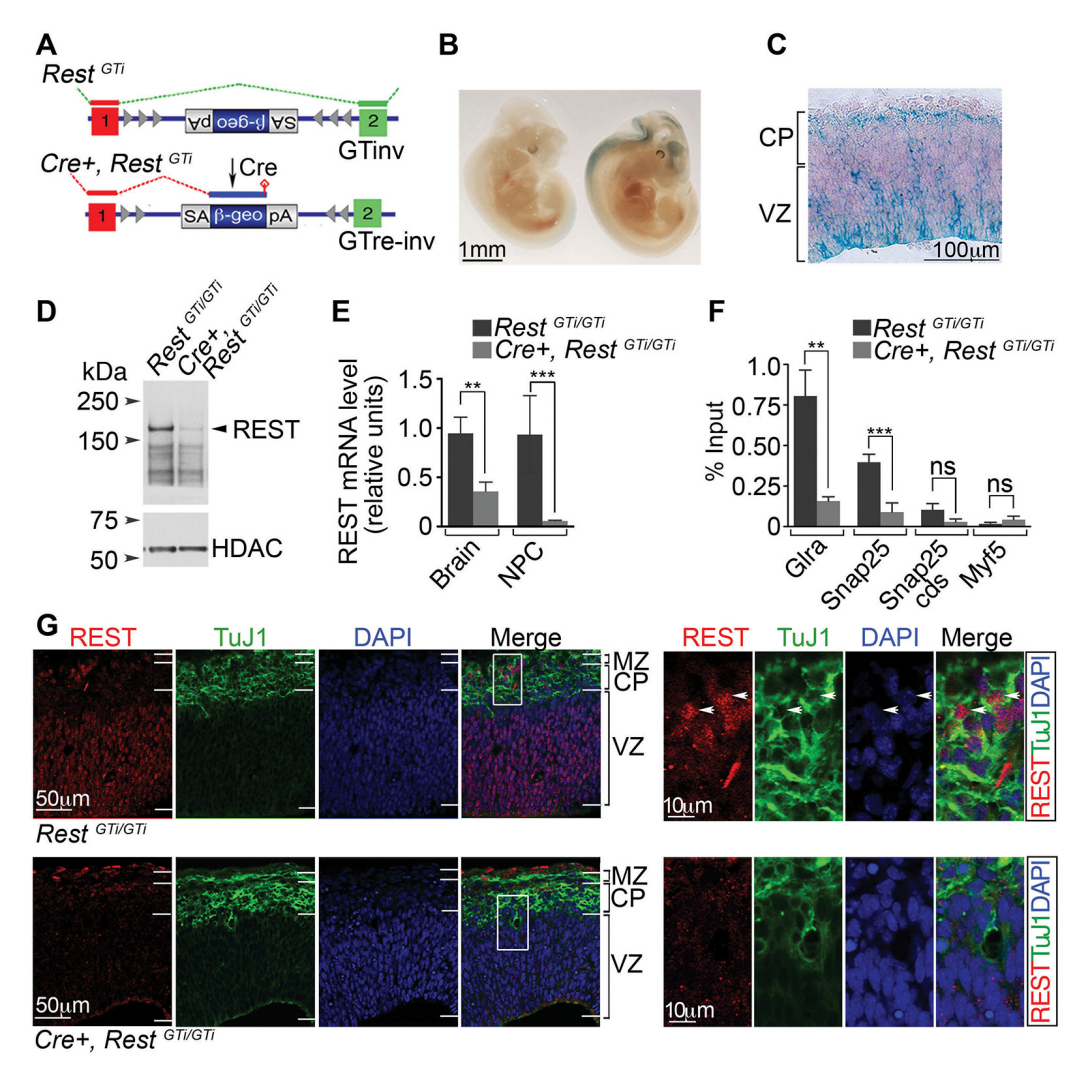
A conditional *Rest^GT^* allele results in REST-deficiency in Nestin+ progenitors. (**A**) KO strategy. Top, mice bearing an inverted GT cassette (*Rest^GT^*^inv^), resulting in normal splicing, were generated by mating *Rest^GT^* mice (Figure 1A) to mice containing the *Flpe* transgene. Bottom, conditional mutants, resulting in splicing of exon 1 to the GT cassette (*Cre+, Rest^GTi^*), were generated by mating *Rest^GTi ^*mice (top) to mice bearing the *Nestin Cre* transgene. It is noteworthy that *β-geo* expression was still under the control of *Rest* regulatory elements. (**B**) Whole-mount X-gal staining of E11.5 *Rest^GTi/+^* (left) and *Cre+, Rest^GTi/+^* (right) embryos. (**C**) X-gal staining of a coronal section of E13.5 cortex from *Cre+, Rest^GTi/+^* mice. (**D**) Western blot of nuclear extracts from neuroepithelia of E13.5 mice. HDAC, histone deacetylase 2, loading control. (**E**) qRT-PCR analysis of *Rest* transcripts, normalized to 18S RNA, in E13.5 brain (n=6 mice/genotype) and NPCs grown as neurospheres for 5 days (n=3 mice/genotype). (**F**) Quantitative chromatin immunoprecipitation analysis of REST enrichment at RE1 sites in the glycine receptor (*Glra*; +275 bp from TSS) and *Snap25* genes (+867 bp from TSS) (n=4 mice/genotype). Amplicons were designed within 100 bp of RE1 binding sites. *Snap25* CDS and *Myf5* transcriptional start site lack RE1 sites. Means and SD are shown in (**E**) and (**F**). Statistical significance was determined by Mann–Whitney test in **E** and by unpaired t-test with Welch correction in **F**. (**G**) Immuno-labeling of E13.5 telencephalon using indicated antibodies. Boxes indicate regions of higher magnification in images at right. White arrowheads indicate DAPI+ cells that express both proteins. *, p<0.05, **, p<0.01, ***, p<0.001. CDS, coding sequence; CP, cortical plate; GT, gene trap; KO, knockout; MZ, marginal zone; NPC, neural progenitor cells; qRT-PCR, quantitative real-time polymerase chain reaction; SD, standard deviation; VZ, Ventricular zone. **DOI:** http://dx.doi.org/10.7554/eLife.09584.004

We examined β-gal activity in the developing brains of *Cre+, Rest^GTi /GTi^* and *Rest^GTi/GTi ^*(controls hereafter) mice. Consistent with the global GT, β-gal activity matched expression of the endogenous *Rest* gene. Specifically, β-gal+ cells in the *Cre+, Rest^GTi/GTi^* mice were confined to neurogenic areas of E11.5 embryos (Figure 2B). Within the cortical VZ at E13.5, β-gal activity (Figure 2C) and endogenous *Rest* mRNA (data not shown) were detected primarily in the apical region, which is occupied by progenitors (Götz and Huttner, 2005). Interestingly, we also detected β-gal+ cells in some presumably mature cells in the marginal zone (MZ) of the cortical plate (CP) indicating *Rest* promoter activity in a subset of neurons (Figure 2C).

Ninety-five percent of the *Cre+, Rest^GTi /GTi^* mice survived into adulthood, but had significantly reduced REST protein and mRNA levels in neural progenitors and E13.5 brains compared with controls (Figure 2D and E). Chromatin immunoprecipitation (ChIP) analysis of E13.5 brains from *Cre+, Rest^GTi /GTi^* mice indicated ~four-fold reduction in REST occupancy at consensus RE1 sites within 1kb of the *Glycine receptor* and *Snap25* transcriptional start sites, in the first exon and intron, respectively (*Glycine receptor: Rest^GTi /GTi^,* 0.64, SD 0.13; *Cre+, Rest^GTi /GTi^*, 0.16, SD 0.07), *Snap 25: Rest^GTi /GTi^,* 0.32, SD 0.04; *Cre+, Rest^GTi /GT^*, 0.07, SD 0.04) (Figure 2F). There was no significant change in REST occupancy in the *Snap25* coding sequence or the *myf5* promoter region that lacked RE1 binding sites (Figure 2F). The very low levels of glycine receptor mRNA in control mice was not within the linear range of detection. Levels of this mRNA in the mutant, normalized to 18S RNA, were consistently within the linear range, but still very low (0.13, SD 0.08). For SNAP25, we observed an ~2-fold increase in mutant mRNA compared with control levels (*Rest^GTi/GTi^*: 0.09, SD 0.06; *Cre+, Rest^GTi/GTi^*: 0.2, SD 0.05; p <0.05, unpaired t-test, n=7–8, E13.5 brain). It is possible that the low mRNA levels for both genes reflect the absence of transcriptional activators at this time.

In control mice, SOX2 progenitors of the VZ stained positively for REST, but the majority of TuJ1+ neurons were not immuno-positive (Figure 1I and 2G), consistent with the known down-regulation of REST during neurogenesis (Ballas et al., 2005). Interestingly, however, we could detect REST protein in a small number of TuJ1+ neurons in the outmost MZ of the CP (Figure 2G, right images), corroborating β-gal staining (Figure 2C), suggesting either that REST is re-expressed at later stages of differentiation or that REST expression has not yet been extinguished completely in these neurons. Whether REST is bound to the RE1 sequence in the TuJ1 gene at this stage cannot be determined given the small number of labeled neurons.

### Cre+, Rest^GTi /GTi^ mutants have smaller brains, thinner cerebral cortices, and reduced numbers of upper layer neurons

Because a previous study indicated that loss of REST was associated with microcephaly (Yang et al., 2012), we asked whether this was also true for our *Rest^GT^* mice. Indeed, significantly smaller brains were evident at birth (data not shown) and in postnatal (P45) *Cre+, Rest^GTi /GTi^* mice when compared with control mice of two different control genotypes, *Rest^GTi/GTi^* and Nestin Cre (Figure 3A and B left panel). The brain size in the mutant was reduced to 71% of the brain size of *Rest^GTi/GTi^* mice (*Rest^GTi/GTi^,* 0.46, 95% confidence interval [CI] 0.45–0.46; *Cre+, Rest^GTi/GTi^* 0.33, CI 0.32–0.34), similar to the difference from *Nestin Cre* mice (*Nestin Cre+, Rest^+/+^:* 0.43, CI 0.42 to 0.44). A third potential control line is *Cre+, Rest^GTi/+^* mice. However, we measured a significant brain size reduction* Cre+, Rest^GTi/+^* mice (0.36, CI 0.35–0.37, p value <0.001) compared to *Rest^GTi/GTi^* (reduction to 78%) or *Cre+, Rest^+/+^*(reduction to 83%) mice, likely due to the combination of the slightly reduced brain size of the Cre recombinase background and reduced REST levels (Figure 3B and 1E). The hypomorphic effect is consistent with previous studies, indicating that gene expression levels are sensitive to small changes in REST levels (Ballas et al., 2005; Ballas and Mandel, 2005), so the *Rest^GTi/GTi^* mice were used as controls in the remaining experiments.

**Figure 3.**
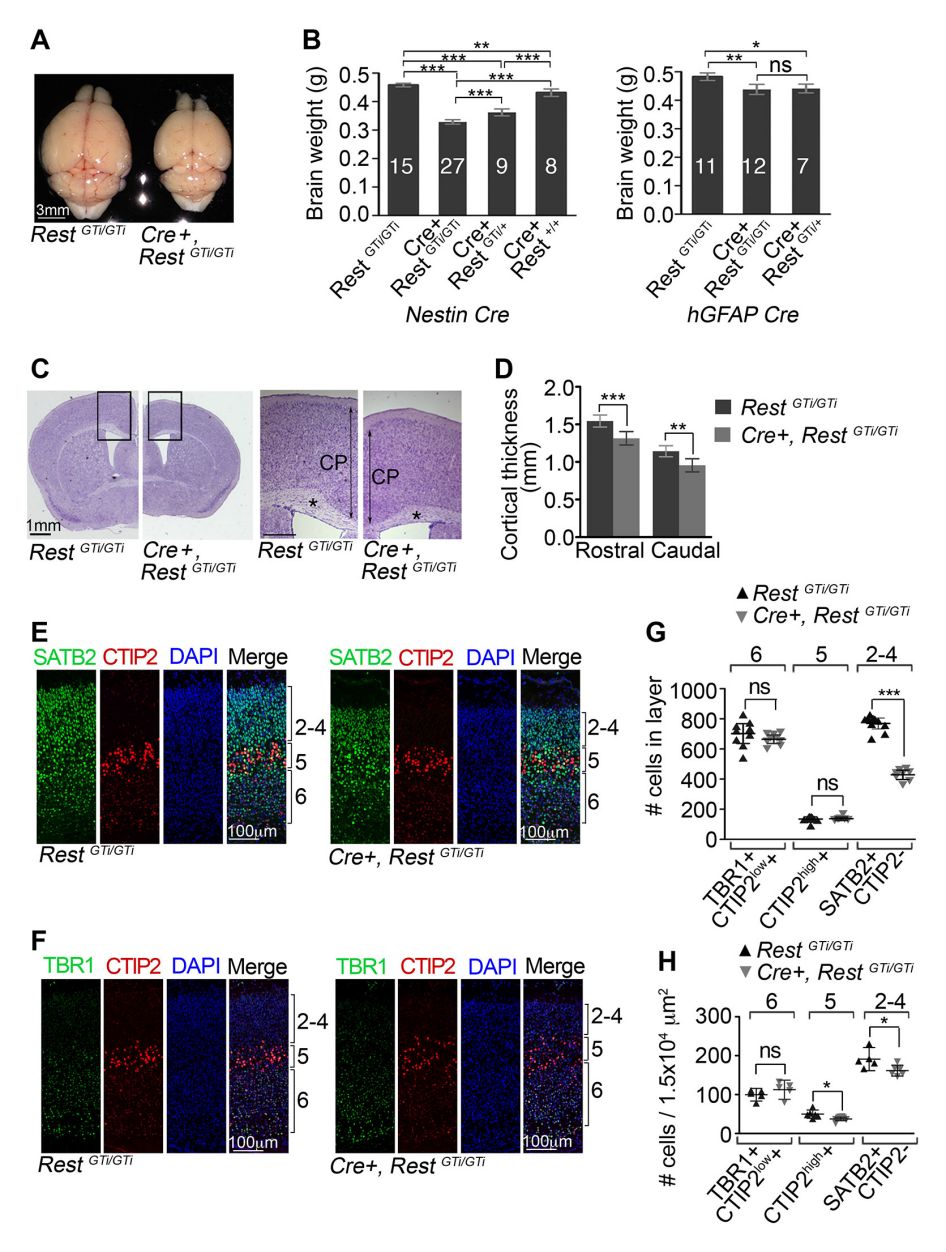
Reduced brain size, thinner cortex, and reduced numbers of upper layer neurons in *Nesti*n *Cre+, Rest^GTi/GTi^*mice. (**A**) Representative P45 brains from control and *Cre+, Rest^GTi/GTi ^*littermates. (**B**) Comparison of brain mass in P45 mice deleted for REST using *Nestin* (left panel) and *hGFAP* (right panel) promoter driven Cre recombinases. The numbers of mice analyzed for each genotype are shown. Statistical significance determined by ANOVA with Tukey posthoc (left) and Kruskal–Wallis ANOVA test with Dunn posthoc (right). (**C**) Nissl-stained P45 coronal brain sections. Boxes denote higher magnification views in right hand panels. *, corpus collosum. Scale bar for right panel, 0.5mm. (**D**) Measurements of cortical thickness in P45 brain (n=8–11 mice/genotype). Statistical significance determined by ANOVA with Tukey posthoc. (**E**) and (**F**) Representative immuno-labeling of P1 cortical sections with indicated antibodies revealing cortical layering in control and *Cre+, Rest^GTi/GTi^* mice. The presence of both low and high expressing CTIP2 cells in layers 6 and 5, respectively, is noteworthy. (**G**) Quantification of (**E**) and (**F**) numbers over brackets denote cortical layers where the cells were counted. Cells were counted in 400 μm of cortical thickness (n=8–10 mice/genotype). Note that only 200 μm images are shown in E, F. Low (layer 6) and high (layer 5) CTIP2-expressing cells were used to differentiate between Tbr1+, CTIP2^low^+ cells of layer 5 and CTIP^high^+ cells in layer 5. SATB2+ CTIP2- cells were counted above layer of CTIP^high^+ cells. (**H**) Mean cell densities from three areas (100×150 μm^2^) in each cortical section, n=5–8 mice/genotype. Statistical significance was determined by Mann–Whitney t-test for (**G**) and (**H**). Means and 95% CI are shown in B, D, F and G. *, p<0.05; **, p<0.01; ***, p<0.001. ANOVA, analysis of variance; ns, non-significant. **DOI:** http://dx.doi.org/10.7554/eLife.09584.005

We also tested inversion of the *Rest^GTi^*allele using mice expressing an *hGFAP Cre* recombinase transgene active at mid-neurogenesis, slightly later than *Nestin Cre *(Zhuo et al., 2001). In these mice, there was a smaller reduction in brain mass to only 92% of control levels (Figure 3B right panel), suggesting a critical temporal window for REST function at early-to-mid neurogenic stages. This matches in utero electroporation experiments revealing an enhanced migration phenotype of REST knockdown performed at E13.5 that is not observed at E14.5 (Yang et al., 2012; Fuentes et al., 2012).

The reduction in brain mass in REST mutant mice correlated with reduced cortical thickness, both rostrally and caudally, and reduced corpus callosum thickness (Figure 3C and D). To determine whether these phenotypes were associated with an imbalance of temporally distinct progenitor types, we counted neurons in the six cortical layers that are born at different times during neocortical development, with deep layer neurons preceding the birth of upper layer neurons. To this end, we performed dual immunostaining for transcription factor markers specific for adjacent layers (Alcamo et al., 2008; Britanova et al., 2008; Arlotta et al., 2005; Bedogni et al., 2010). There was a reduction to 56% of control numbers of SATB2+/CTIP2- upper layer 2–4 neurons (*Rest^GTi/GTi^,* 769.3, CI 733.2 – 805.4; *Cre+, Rest^GTi/GTi^:* 428.4, CI 397.2–459.5), but no statistically significant differences between mutant and control in layer 5 and 6 neurons that were born earlier in neurogenesis (Figure 3E,F and G). However, CTIP2 immuno-labeling, which molecularly defines layer 5, showed expansion into layer 6 and decreased density in mutant brain (Figure 3F and H), pointing to some disorganization due to the premature loss of REST. Despite this finding, the predominant feature of loss of REST during neurogenesis was significantly fewer postnatal neurons in the upper cortical layers born during mid-to-late neurogenesis.

### Premature loss of REST from neural progenitors leads to premature cell cycle exit

The small brain size and diminished numbers of neurons at birth could reflect increased depletion of progenitor cells and/or cell death. To address the former possibility, we first distinguished apical and basal progenitors by immuno-labeling with antibodies to PAX6 and TBR2, respectively (Figure 4A). Numbers of PAX6+TBR2− apical progenitors in *Cre+ Rest^GTi/GTi ^*mice were reduced to ~71% of control values (*Rest^GTi/GTi^,* 273.1, CI 203.4–342.9; *Cre+, Rest^GTi/GTi^:* 123.7, CI 110.8.2–136.5; Figure 4B). There were also reduced numbers of TBR2+ basal progenitors, which are progeny of the apical PAX6+ progenitors, at E13.5 (*Rest^GTi /GTi^,* 116.0, CI 100.2–131.8; *Cre+, Rest^GTi/GTi^:* 81.9, CI 62.2–101.5) (Figure 4B).

**Figure 4.**
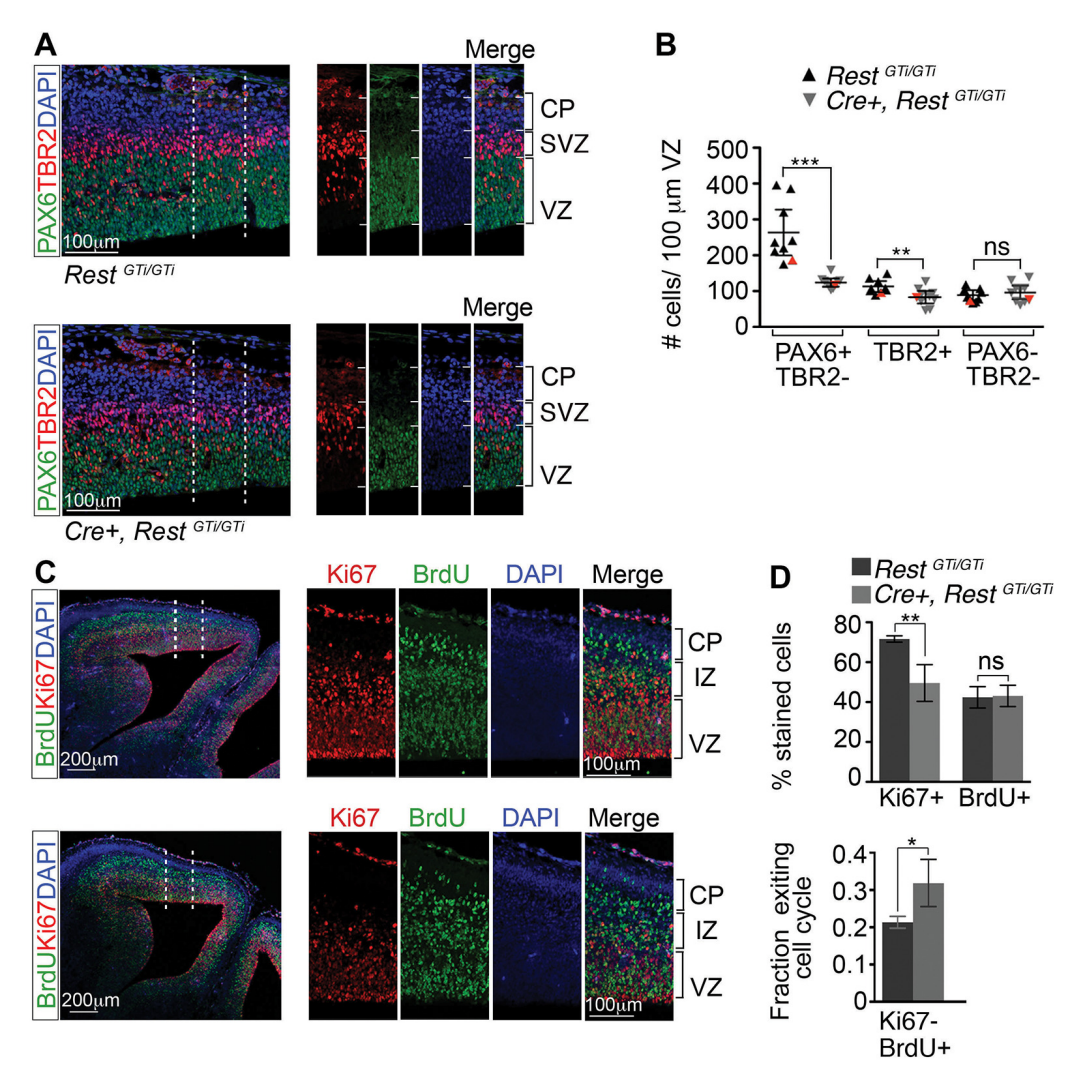
Depletion of apical progenitors and premature cell cycle exit in *Cre+, Rest^GTi/GTi^* mice. (**A**) Representative immuno-labeling distinguishing apical (PAX6+/TBR2−) and basal (TBR2+) progenitors in E13.5 cortices. Area outlined by dotted lines is shown in images at right. (**B**) Quantification of A. Measurements from 100 μm cortical width extending from the VZ to pial surface, n=9 mice /genotype. Statistical significance was determined by Mann–Whitney t-test. Red triangles show quantification of the images shown in A. (**C**) Representative immuno-labeling for Ki67 and BrdU in the cortical section of E14.5 mouse brain pulsed with BrdU for 24 h. The area outlined by dotted lines is magnified in the adjacent images. (**D**) Top, histogram showing percent stained cells relative to the number of DAPI+ nuclei. Bottom, fraction of cells exiting the cell cycle defined as fraction of Ki67-BrdU+ cells in total BrdU+ cell population. Measurements were made in 200 μm cortical width areas extending from ventricular to pial surface, n=7 mice/genotype. Statistical significance was determined by Mann–Whitney t-test. Means and 95% CI are shown in **B** and **D**. *, p<0.05; **, p<0.01; ***p<0.001. IZ, intermediate zone; SVZ, subventricular zone. **DOI:** http://dx.doi.org/10.7554/eLife.09584.006

To determine whether the depletion of apical progenitors correlated with premature cell cycle exit, we pulsed E13.5 embryos with BrdU to label cells that were undergoing DNA synthesis. After 24 hr, we immunolabeled for Ki67, a marker of cycling cells, and incorporated BrdU, and quantified the results relative to the number of DAPI+ nuclei. The Ki67 staining in *Cre+, Rest^GTi/GTi^* cells was reduced to 69% of the control values (*Rest^GTi/GTi^,* 72%, CI 70–73%; *Cre+, Rest^GTi/GTi^,* 50%, CI 38–40%), with no change in the percentage of BrdU+ cells (*Rest^GTi/GTi^*, 42%, CI 37–48%; *Cre+, Rest^GTi/GTi^,* 43%, CI 38–49%) (Figure 4C and D, top panel). To determine the fraction of cells that exited the cell cycle in a 24 hr period, we quantified the proportion of Ki67- cells in the total BrdU+ cell population. Our results indicated that between E13.5 and 14.5, the progenitor pools were increasingly depleted, as ~50% more progenitors exited the cell cycle in *Cre+, Rest^GTi/GTi^* compared with controls (*Rest^GTi/GTi^,* 21%, CI 20–23%; *Cre+, Rest^GTi/GTi^*, 32%, CI 26–38%) (Figure 4D, lower panel). This indicates a decreasing progenitor pool available to generate the late born upper layer neurons (Figure 3E and G).

### REST-deficient neural progenitors undergo p53-mediated cell death linked temporally to distinct neuronal differentiation programs

Microarray analysis of E12.5 brain from *Cre+, Rest^GTi/GTi^* and control mice did not show significant up-regulation (>1.3 fold) in canonical REST neuronal target genes (Supplementary file 1). However, our analysis did reveal significant up-regulation of microglial signature genes (Hickman et al., 2013; and several p53-regulated pro-apoptotic genes (Ko and Prives, 1996; Levine, 1997; Budanov and Karin, 2008) in brain tissue and LeX+ sorted progenitors (Supplementary file 1 and Figure 5A). 

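Brain RNA from *Cre+, Rest GTi/GTi* and *Rest GTi/GTi* control embryos at E12.5 was hybridised to 1-colour Affymetrix mouse arrays, on which a transcript is read by 1 or more sets of short probes (probe sets). The 8 arrays carry the labels of 4 biological replicates per genotype, and whether each holds 1 embryo or several is not stated. All *Cre+, Rest GTi/GTi* embryos carried the *Nestin Cre* transgene and no control did, so the arrays compare Cre together with REST loss against neither. On the brightest probe set of *Rest* the normalized intensity was 163.1, 216.7, 84.4 and 133.7 on the arrays labelled *Cre+, Rest GTi/GTi* replicates 1 to 4, and 170.1, 271.8, 211.1 and 198.3 on those labelled control replicates 1 to 4. The log2 fold change was -0.51 (standard error 0.25, two-sided exact permutation p = 0.143, n = 4 arrays per genotype), and a further probe set gave -0.63 with the same exact p. The array labelled *Cre+, Rest GTi/GTi* replicate 2 lay above 3 of the 4 controls on the brightest probe set. On the further probe set the intensity was 161, 203.6, 76.6 and 77.1 on *Cre+, Rest GTi/GTi* replicates 1 to 4, against 158.4 to 223.1 on the controls. Where these probes lie relative to the gene trap is not known here, so they test the labels only in part. *Xist*, the RNA that silences an X chromosome in females, read 7875 and 8247 on control replicates 2 and 3 and between 14.5 and 57.8 on the other 6 arrays. The Y-linked gene *Eif2s3y* read 5.7 and 0.2 on those 2 controls and between 627 and 845 elsewhere, so all 4 *Cre+, Rest GTi/GTi* arrays and 2 controls have the signal of males. *Cre+, Rest GTi/GTi* replicates 1 and 2 stood apart on the first principal component (42.8% of the variance, -22.1 and -36.1 against 2.05 to 17.8 on the other 6 arrays). *Col3a1*, a collagen of mesenchyme, read 4865 and 4571 on these 2 arrays and 115 to 555 on the others. The paper detected *Rest* in non-neural tissues, and whether such tissue raised *Rest* on these 2 arrays was not tested. *Hoxb3*, a gene of the hindbrain and spinal cord, read 746 and 434.5 on *Cre+, Rest GTi/GTi* replicates 3 and 4, 178.7 on replicate 2 and 1.8 on replicate 1, and 172.6, 6.9, 9.3 and 12.8 on control replicates 1 to 4. The authors' methods name RMA normalization and a log2 transformation, yet the deposited values are linear intensities that start at 0 and differ in distribution between arrays. Their medians were 67.6, 59.9, 68 and 40.9 on the *Cre+, Rest GTi/GTi* arrays and 54.3, 55.2, 44.5 and 60.9 on the controls. The arrays were therefore scaled to a common distribution (quantile normalization), and 16 was added before taking log2, which makes the fold changes of dim probe sets smaller than their ratio of intensities. Each of the 45037 probe sets was tested with limma and adjusted by Benjamini-Hochberg, and 1 probe set, the brightest, stood for each of 18193 genes. At an adjusted p under 0.05, 39 genes rose and 2 fell, all 41 by more than 1.3 fold. The 41 became 21 to 27 without *Cre+, Rest GTi/GTi* replicate 2 or 3 or any single control, 26 with a constant of 1, 14 with the methods' t-test or with *Eif2s3y* as a covariate, 5 against the 2 male controls, 2 with no scaling between arrays, and 0 with unequal variances in that test or with *Cre+, Rest GTi/GTi* replicates 3 and 4 alone. No gene fell with the methods' t-test, with no scaling, or without any single *Cre+, Rest GTi/GTi* array or control replicate 1 or 2. Those that fell with all arrays, *Tnnt3* (log2 fold change -0.70) and *Cfap43* (-0.73), were dim in both genotypes, with mean intensities of 12.4 and 13.6 in controls, and *Cfap43* gave 0.24 when probe sets that can hybridise with several transcripts were left out.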

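As a group, the canonical REST targets of neurons had a median log2 fold change of 0.11 in *Cre+, Rest GTi/GTi* brain. Of 38 listed genes measured, 30 lay above 0 and 8 below, and limma called none at an adjusted p under 0.05 (0 adjusted over the list alone, 0 with the methods' t-test, and 1 at an unadjusted p under 0.05). That 1 was *Chga*, which encodes the secretory granule protein chromogranin A, with an intensity of 436 ± 39.4 in *Cre+, Rest GTi/GTi* brain and 345 ± 30.1 in controls (SD, n = 4), a log2 fold change of 0.32 (standard error 0.09, adjusted p = 0.51 from limma). *Snap25*, a synaptic vesicle fusion protein, gave 0.16 (standard error 0.17). *Glra1*, a glycine receptor subunit, gave 0.67 (standard error 0.35) and *Scg2*, a secretogranin, 0.47 (standard error 0.21). *Celsr3* and *Mapk8ip1* gave 0.23 and 0.16. The mean of the list, relative to the controls, was -0.16, 0.09, 0.34 and 0.17 on *Cre+, Rest GTi/GTi* replicates 1 to 4, against -0.07 to 0.12 on the controls (two-sided exact permutation p = 0.371). The mean of the Hox genes of the hindbrain was -0.80, 1.01, 2.47 and 1.81 on the same 4 arrays. Both means were highest among the controls on replicate 1 (0.12 and 1.27). Whether the share of hindbrain moved the REST targets was not tested. The median was 0.18 without *Cre+, Rest GTi/GTi* replicate 1, with 4 genes higher adjusted over the list alone and 0 over all genes, and 0.016 without *Cre+, Rest GTi/GTi* replicate 3, 0.063 with a common median and 0.031 with the mean of probe sets. It was 0.18 with no scaling, 0.071 with *Eif2s3y* as a covariate, 0.066 against the 2 male controls and 0.24 with *Cre+, Rest GTi/GTi* replicates 3 and 4 alone. Against all other genes the list lay higher by camera with a preset correlation (adjusted p = 0.00488), a call lost with adjusted p = 0.683 with an estimated correlation. In simulated data of this size, limma called 8% of the probe sets changed by 1.3 fold, 44% of those changed by 1.5 fold and 84% of those changed by 2 fold.

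**Figure D1:**
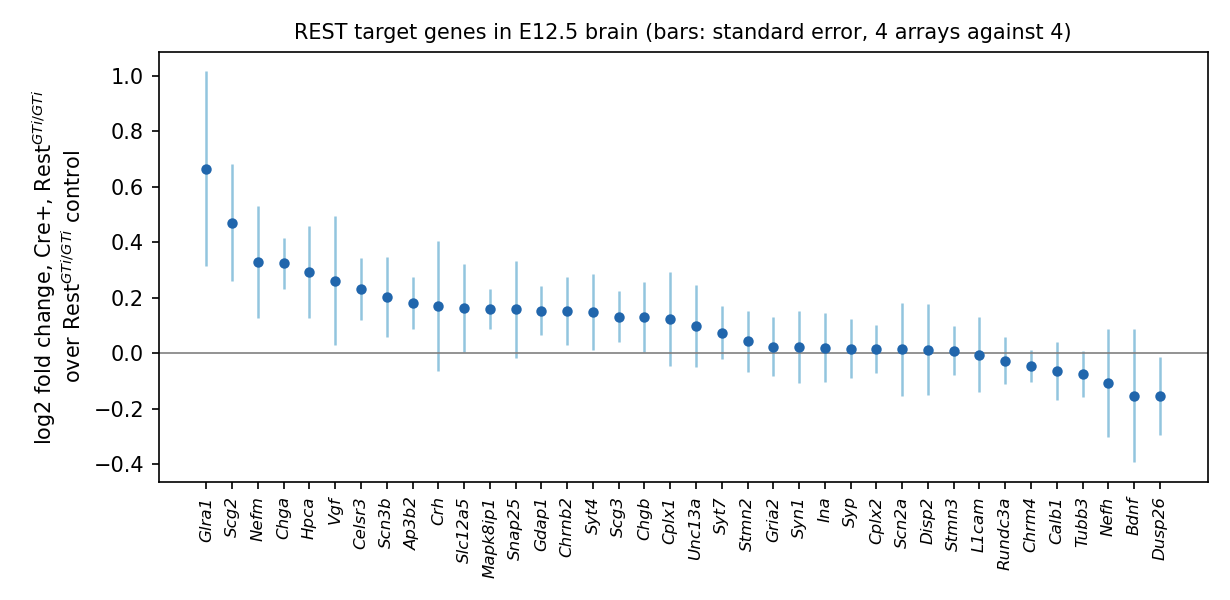
Log2 fold change of each of 38 REST target genes in *Cre+, Rest GTi/GTi* over *Rest GTi/GTi* control brain at E12.5, sorted by value. Points are the estimates and bars the standard errors from 4 arrays against 4. The genes run from 0.67 for *Glra1* down to below 0, and no gene passed the test.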

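Transcripts of microglia and macrophages rose in *Cre+, Rest GTi/GTi* brain. Of 35 marker genes measured, 12 rose and none fell at an adjusted p under 0.05 from limma (25 higher and 0 lower adjusted over the list alone). *Csf1r*, the receptor that microglia need to survive, had an intensity of 614 ± 16.4 in *Cre+, Rest GTi/GTi* brain and 222 ± 23.1 in controls (SD, n = 4), a log2 fold change of 1.41 (standard error 0.08, adjusted p = 0.00177 from limma). *C1qb*, a chain of the complement protein C1q, went from 73.0 ± 7.26 to 256 ± 27.2, a log2 fold change of 1.61 (standard error 0.09). *Tyrobp*, a signalling adaptor of myeloid cells, rose by 1.58, the microglial receptor *Fcrls* by 1.62, the fractalkine receptor *Cx3cr1* by 1.22 and *Aif1*, which encodes Iba1, by 1.17 on the log2 scale. *P2ry12* and *Tmem119*, markers of mature microglia, did not pass the test, with log2 fold changes of 0.16 and 0.67 (adjusted p = 0.864 and 0.844 from limma), nor did *Sall1* (-0.12) and *Trem2* (-0.23). Of 20 genes of phagocytic or reactive microglia, 5 rose and none fell (10 and 0 adjusted over the list alone). They were the lipid carrier *Apoe* (402 ± 26.1 against 99.4 ± 37.1, SD, n = 4, log2 fold change 1.91), the lysozymes *Lyz1* (1.85) and *Lyz2* (1.45), the galectin *Lgals3* (1.18) and the chemokine *Ccl3* (0.99). *Lyz1* was read by a probe set that can hybridise with several transcripts, and its value was as low as 0.12 among the alternatives. *Cst7*, a cystatin of reactive microglia, gave -0.31 and did not pass. Of 26 lysosomal genes, the proteases *Lgmn*, *Ctsb* and *Ctsd* rose by 0.81, 0.75 and 0.77, and none fell (14 and 0 adjusted over the list alone). In place of these 14, 5 were higher with no scaling between arrays, 8 against the 2 male controls and 16 with trend and robust. The growth factor precursor *Grn* had a log2 fold change of 0.83 and an adjusted p = 0.0525 from limma, and was called with trend and robust, a filter on dim probe sets, a common median or a constant of 50, or without *Cre+, Rest GTi/GTi* replicate 4. The value of *Grn* also came from a probe set that can hybridise with several transcripts. Its other probe sets gave a log2 fold change of 0.54 (adjusted p = 0.566 from limma) and a fold of 1.75. By camera the 3 lists lay above other genes, with adjusted p = 0.00111, 0.0186 and 0.00506 with an estimated correlation. With the same estimate all 3 calls were lost with no scaling between arrays (adjusted p = 0.0837, 0.182 and 0.422), the phagocytic one also with *Eif2s3y* as a covariate (adjusted p = 0.0535) and against the 2 male controls (adjusted p = 0.111), and the phagocytic and lysosomal ones with *Cre+, Rest GTi/GTi* replicates 3 and 4 alone (adjusted p = 0.06 and 0.053). These lists were written after Supplementary file 1 had been read, and 21, 6 and 9 of their measured genes stand in it, so their direction is not independent evidence. The mean of the microglia list, relative to the controls, was 0.87, 0.89, 0.78 and 0.74 on *Cre+, Rest GTi/GTi* replicates 1 to 4 and at most 0.09 on a control (two-sided exact permutation p = 0.0286, the smallest that 4 arrays against 4 allow). On the same arrays the mean of 12 mesenchyme genes was 2.12, 2.66, 0.01 and -0.21, against at most 0.39 on a control. The 12 microglia calls became 4 against the 2 male controls, 1 with no scaling between arrays, and 0 with unequal variances in the methods' t-test or when only *Cre+, Rest GTi/GTi* replicates 3 and 4 were compared with the controls, where 21 were still higher adjusted over the list alone. The 5 phagocytic and 3 lysosomal calls became 0 under each of these 4, the 5 also became 0 with the methods' t-test or *Eif2s3y* as a covariate, 2 with a filter on dim probe sets or without *Cre+, Rest GTi/GTi* replicate 2 or 4 or control replicate 3 or 4, and 3 without *Cre+, Rest GTi/GTi* replicate 3 or control replicate 2, with a constant of 1 or without less specific probe sets, and the 3 also became 1 with *Eif2s3y* and 5 with trend and robust in limma.

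**Figure D2:**
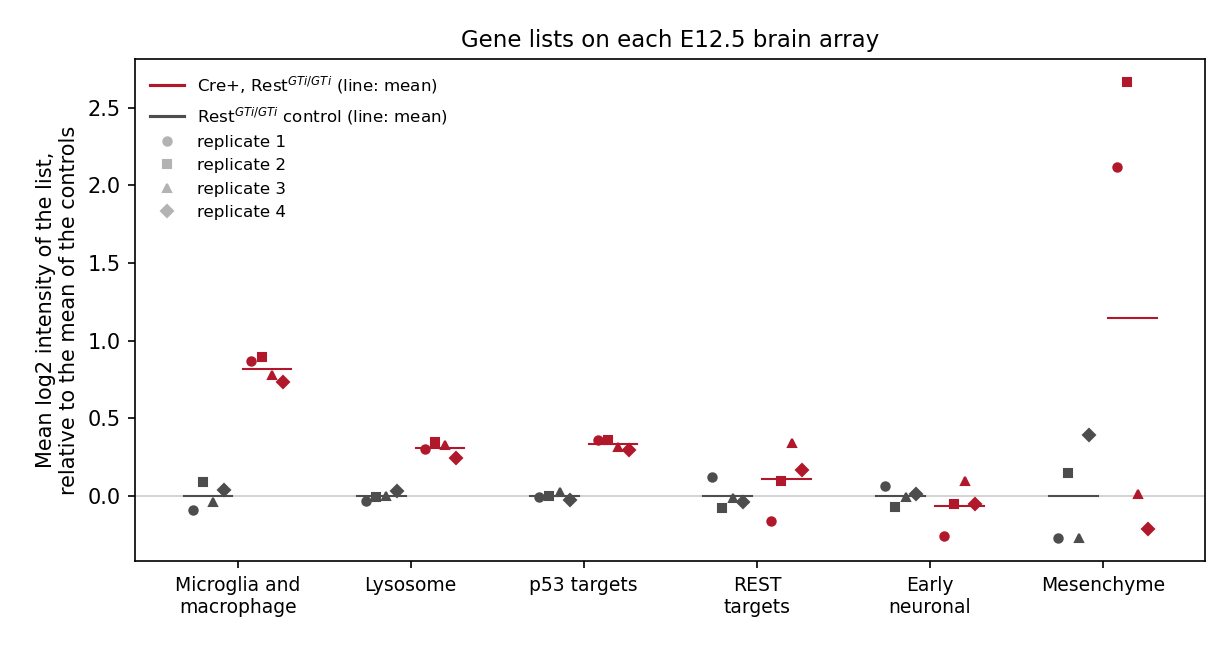
Mean log2 intensity of 6 gene lists on each E12.5 brain array, relative to the mean of the 4 controls. Symbols mark the replicates and lines the mean of each genotype. The *Cre+, Rest GTi/GTi* arrays lie above every control for the microglia, lysosome and p53 target lists, overlap the controls for REST targets and early neuronal genes, and spread from -0.21 to 2.66 for mesenchyme.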

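Some targets of p53 rose as well. Of 28 measured, 5 rose and none fell at an adjusted p under 0.05 from limma (8 higher and 0 lower adjusted over the list alone). The median log2 fold change of the list was 0.17, with 23 genes above 0 and 5 below. *Cdkn1a*, which encodes the cell cycle inhibitor p21, had an intensity of 406 ± 43.7 in *Cre+, Rest GTi/GTi* brain and 164 ± 13.3 in controls (SD, n = 4), a log2 fold change of 1.22 (standard error 0.10, adjusted p = 0.00312 from limma). *Pmaip1*, which encodes the pro-apoptotic BH3 protein Noxa, went from 16.7 ± 3.94 to 54.8 ± 14.8 (SD, n = 4), a log2 fold change of 1.10, with the highest value, 76.9, on *Cre+, Rest GTi/GTi* replicate 1. The death receptor *Eda2r* rose by 1.37, the Akt inhibitor *Phlda3* by 1.00 and *Ccng1*, which encodes cyclin G1, by 0.84 on the log2 scale. Control replicate 1 read 861.3 for *Ccng1* and the other controls 620.2 to 649.7, while the lowest *Cre+, Rest GTi/GTi* array read 1169.7. *Sesn2*, which encodes the stress-induced sestrin 2, had a log2 fold change of 0.78 with every *Cre+, Rest GTi/GTi* array above every control, but an adjusted p = 0.0628 from limma, and was called with trend and robust, a filter on dim probe sets, the mean of its probe sets or a constant of 50. *Perp*, a membrane protein of p53-driven apoptosis, gave 0.53 (standard error 0.21), with 18.4 to 58 on the *Cre+, Rest GTi/GTi* arrays and 14.7 to 20.2 on the controls. The anti-proliferative gene *Btg2* gave -0.11 and the RNA-binding protein *Zmat3* 0.25, and none of these 3 passed the test. The list lay above other genes by camera (adjusted p = 0.00287 with an estimated correlation, and 0.387 with no scaling). It was written after Supplementary file 1 had been read, and 6 of its measured genes stand there, so its direction is not independent evidence. Relative to the controls, its mean was 0.36, 0.36, 0.32 and 0.30 on *Cre+, Rest GTi/GTi* replicates 1 to 4 and at most 0.03 on a control, which gives the smallest exact p the design allows. The 5 calls became 3 when arrays were scaled to a common median, 1 with the methods' t-test, 2 with *Eif2s3y* as a covariate, 1 against the 2 male controls, 0 with no scaling or with unequal variances in that test, 0 when only *Cre+, Rest GTi/GTi* replicates 3 and 4 were compared, and 1 or 2 when any single array was left out. The paper states that microglial signature genes and several p53-regulated pro-apoptotic genes were up-regulated (Supplementary file 1 and Figure 5A). It then tests for cell death by staining for cleaved Caspase3, and asks whether removing *Trp53* together with *Rest* ends the apoptosis.

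**Figure D3:**
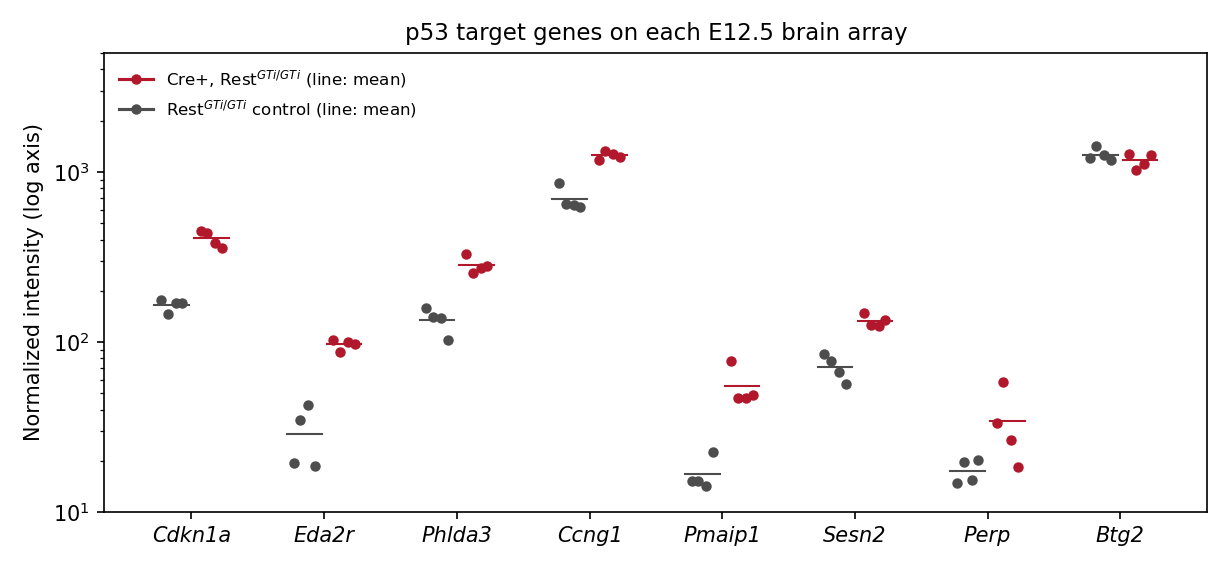
Normalized intensity, on a log axis, of 8 p53 target genes on each E12.5 brain array. Points are single arrays (4 per genotype) and lines the means. The *Cre+, Rest GTi/GTi* arrays lie above every control for *Cdkn1a*, *Eda2r*, *Phlda3*, *Ccng1*, *Pmaip1* and *Sesn2*, and overlap the controls for *Perp* and *Btg2*.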

To test for cell death, we stained E13.5 brain sections from the cortex and lateral ganglionic eminence (LGE) with antibody against the activated form of cleaved Caspase3 (ClCasp3), a member of the cysteine–aspartic acid proteases family, which is a critical mediator of apoptosis and required for chromatin condensation and DNA fragmentation (Janicke, 1998). Unlike in control cortices, apoptosis was prominent in cells in *Cre+, Rest^GTi/GTi^* mice, particularly at the border between the VZ/SVZ and CP (Figure 5B). Interestingly, although cells in the VZ/SVZ border area are densely populated with TBR2+ basal progenitors, the apoptotic cells were not positive for TBR2+ (Figure 5—figure supplement 1A).

**Figure 5.**
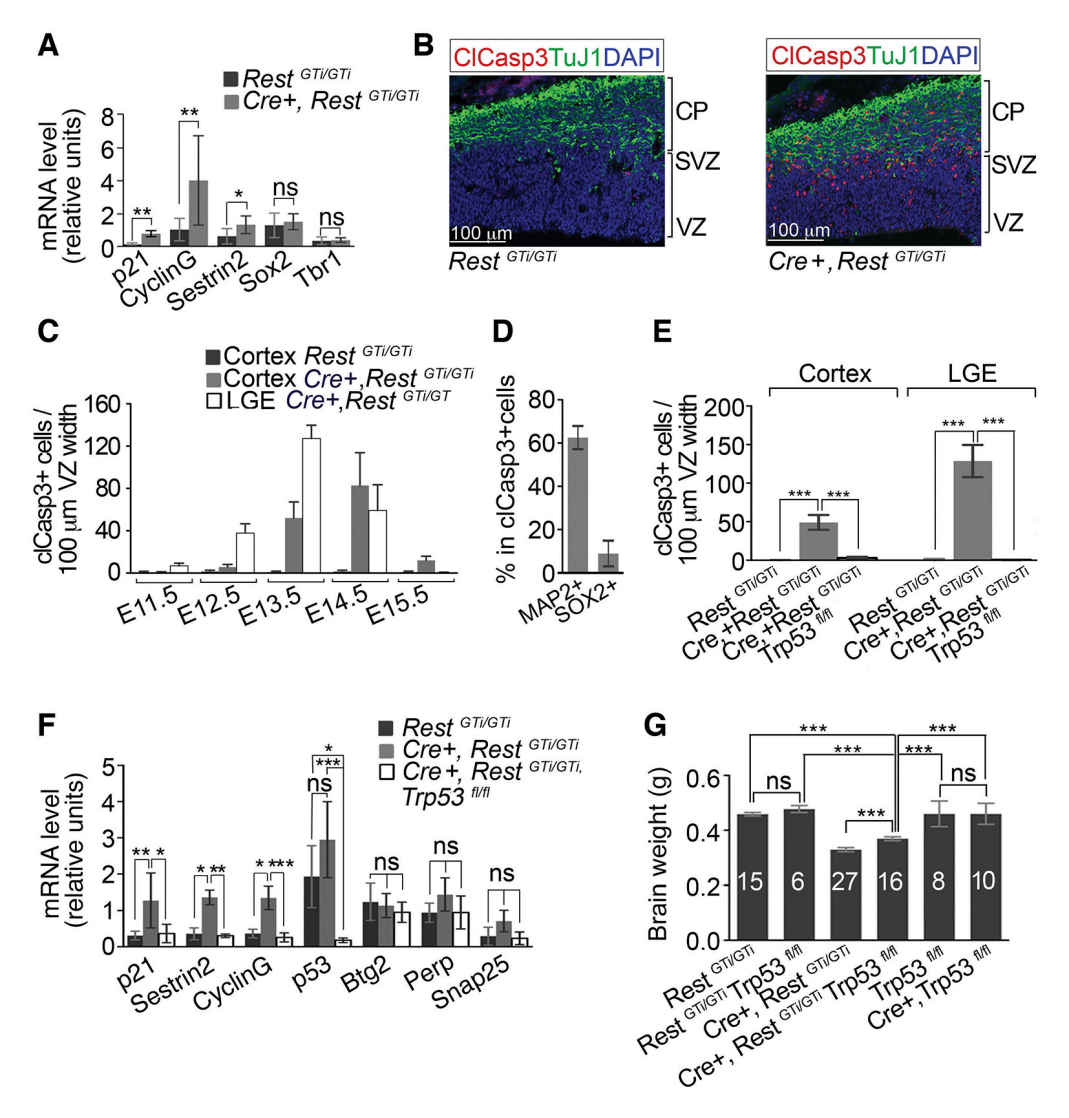
Progenitors and neurons in cortex of *Cre+, Rest^GTi/GTi ^*mice undergo apoptosis that is rescued by deletion of *p53*. (**A**) qRT-PCR analyses normalized to 18S RNA, of p53 pro-apoptotic target mRNAs (*p21, Sestrin2 and CyclinG*), progenitor mRNAs (*Sox2*) and neuronal mRNAs (*Tbr1*) in LeX+ purified progenitors isolated from E13.5 brain. *Rest^GTi/GTi^,* n=4 mice, *Cre+, Rest^GTi/GTi^,* n=6 mice. (**B**) Representative immuno-labeling for apoptotic cells with clCasp3 and neuronal marker TuJ1 in coronal telencephalic sections from E13.5 mice. (**C**) Temporal profiles of apoptosis in cortex and LGE of *Cre+, Rest^GTi/GTi^* mice and cortex of *Rest^GTi/GTi^* mice, in areas of 100 μm ventricular width extending from VZ to the pial surface (n=6–9 mice/time point). Means and SDs are shown. (**D**) Percentage of MAP2+ and SOX2+ cells in all apoptotic cells in E13.5 Cortex of *Cre+, Rest^GTi/GTi ^*mice in 100μm ventricular width. n=5 mice. (**E**) Quantification of apoptosis in E13.5 cortex and LGE (n=5–9 mice/genotype/100μmVZ). Note: The same data for *Cre+, Rest^GTi/GTi^* cortex and LGE from 5C is re-plotted for comparison. (**F**) qRT-PCR analysis of mRNA levels, relative to 18S RNA, of p53 pro-apoptotic (*p21, CyclinG, Sestrin2, Perp*), non-apoptotic (*Btg2*) and non p53 (*Snap25*) targets in E12.5 brain (n=7–8 mice/genotype). (**G**) Measurements of brain mass in P45 mice. Numbers of mice are indicated in the histogram. Note: the same data from *Cre+, Rest^GTi/GTi^*and *Rest^GTi/GTi^*in Figure 3B is re-plotted for comparison. Means and 95% CI are shown in A, D, E, F, G. Statistical significance was determined by Mann–Whitney t-test (**A**), ANOVA test with Tukey posthoc (**E** and **G**) and Kruskal–Wallis ANOVA test with Dunn posthoc (**F**). *, p<0.05, **, p<0.01, ***, p<0.001, ns, non-significant. ANOVA, analysis of variance; clCasp3, cleaved caspase3; CI, confidence interval; LGE, lateral ganglionic eminence; mRNA, messenger RNA; qRT-PCR, quantitative real-time polymerase chain reaction; SD, standard deviation **DOI:** http://dx.doi.org/10.7554/eLife.09584.007

**Figure 5—figure supplement 1.**
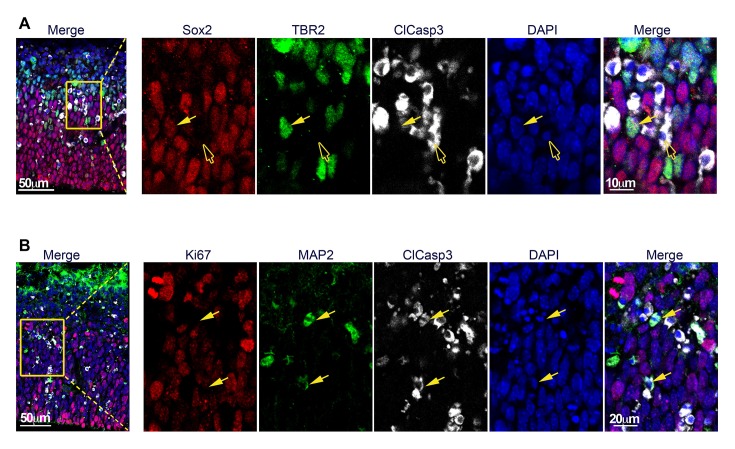
Apoptotic cells are TBR2− and primarily post-mitotic, MAP2+ cells. (**A**) and (**B**) Representative E13.5 cortical brain sections from *Cre+, Rest^GTi/GTi ^*mice stained with the indicated antibodies. Insets on left are magnified in right hand images. (**A**) Filled arrow points to Sox2+ TBR2+ ClCasp3− cell and empty arrow points to Sox2− TBR2− ClCasp3+ cells. (**B**) Arrows point to MAP2+ClCasp3+Ki67− cells. **DOI:** http://dx.doi.org/10.7554/eLife.09584.008

**Figure 5—figure supplement 2.**
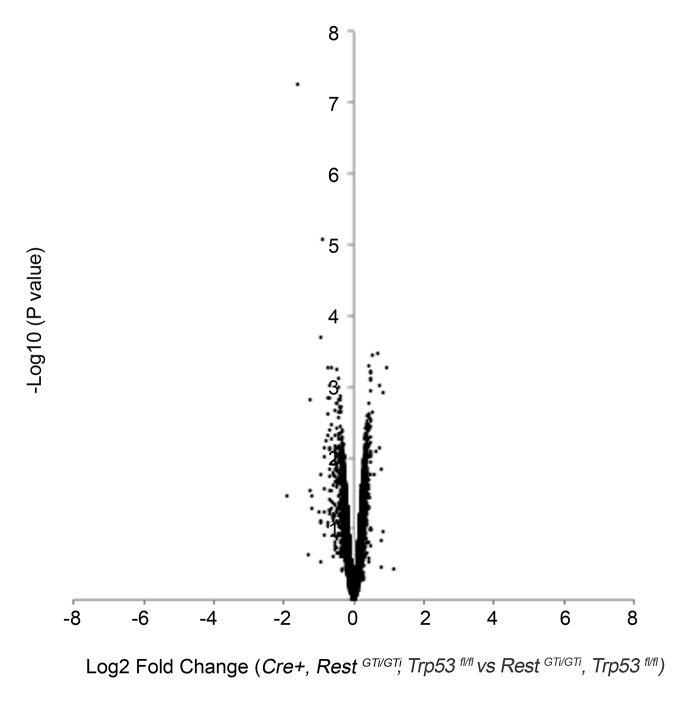
Volcano plot of microarray analysis comparing transcriptome of E12.5 brains of control, *Rest^GTi/GTi^, Trp53^fl/fl^,* and *Cre+, Rest^GTi/GTi^, Trp53^fl/fl^* mice (Supplementary file 2). The log_2_ transformed fold changes in gene expression on the x-axis are plotted against negative log_10_-transformed *p*-values of the *t-* test on the y-axis. Fold changes are determined for each probe as an average ratio of normalized value from *Cre+, Rest^GTi/GTi^, Trp53^fl/fl^* mice relative to normalized value in control, *Rest^GTi/GTi^, Trp53^fl/fl^* mice. n=4 embryos/genotype. **DOI:** http://dx.doi.org/10.7554/eLife.09584.009

**Figure 5—figure supplement 3.**
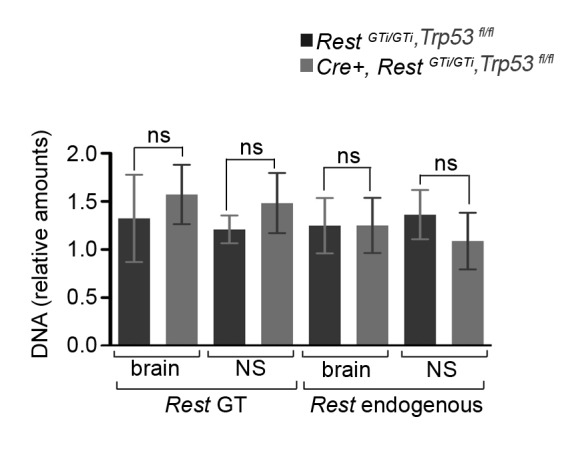
qPCR analyses of DNA in the *Rest ^GT^* genomic locus normalized to *Gapdh* DNA. A *Rest^GT^* primer set amplifies *β-geo* sequences within the GT cassette (*Rest ^GT^*), while a *Rest* endogenous primer pair amplifies DNA sequences located 1760 bp upstream from the GT insertion site. n= 6 (*Cre+, Rest^GTi/GTi^, Trp53^fl/fl^*), n=4 (*Rest^GTi/GTi^, Trp53^fl/fl^).* Means and 95% CI are shown. Statistical significance measured by Mann–Whitney t-test. CI, confidence interval; GT, gene trap; ns, non-significant; qPCR, quantative polymerase chain reaction. **DOI:** http://dx.doi.org/10.7554/eLife.09584.010

Cell death peaked at E14.5 in the cortex, the time of mid-neurogenesis for this brain region and the beginning of upper layer neuronal specification (Caviness et al., 2009), and then declined to control levels by E15.5 (Figure 5C). The peak of apoptosis was earlier in LGE, peaking at E13.5 (Figure 5C). The number of clCasp3+ cells in *Rest^GTi/GTi^* LGE was similar to the low numbers in the cortex (not shown). The distinct peak times of apoptosis for the cortex and LGE, coincident with their staggered time courses of differentiation (Batista‐Brito and Fishell, 2009; Greig et al., 2013; Colasante and Sessa, 2010) indicate that apoptosis was linked to the timing of premature cell cycle exit of distinct progenitor populations in these brain regions, and not to a nonspecific effect on all progenitors or effects on earlier-stage, less-committed neural progenitors. The majority of clCasp3+ cells were also positive for MAP2 and negative for Ki67 (Figure 5D and Figure 5—figure supplement 1B). Because MAP2 is not a direct REST target gene, this result suggests progression of a mature neuronal program, but the tight correlation between MAP2 expression and apoptosis prevents knowledge of the sequence of events.

To confirm that the apoptosis was due to activation of pro-apoptotic p53 pathways indicated by the microarray analysis, we generated compound conditional mutant mice that lacked both the *Rest* and *Trp53* genes (Jonkers et al., 2001) in *Nestin Cre*+ cells and their progeny (*Cre+, Rest^GTi/GTi^, Trp53^fl/fl^*). At E13.5, numbers of apopotic cells/100μm VZ width in the compound mutant were rescued to control levels (*Rest^GTi/GTi^*), in both the cortex (Figure 5E) (*Rest^GTi/GTi^,* 0.7, CI 0–0.4; *Cre+, Rest^GTi/GTi^, Trp53^fl/fl^:* 2.9, CI 1.5–4.4; *Cre+, Rest^GTi/GTi^,* 49.1, CI 39.5 -–58.6) and the LGE (*Rest^GTi/GTi^:* 0.07, CI 0.0–0.3; *Cre+, Rest^GTi/GTi^, Trp53^fl/fl^*, 0.53, CI 0.29 -–0.78; *Cre+, Rest^GTi/GTl^*, 128.7, CI 107.8–149.5). The mRNA levels of elevated p53 pro-apoptotic transcriptional targets were also reduced to control levels (Figure 5F). Brain size was restored to only 78% of control values (Figure 5G), suggesting that progenitor pool depletion by both premature cell cycle exit and apoptosis contribute to this phenotype. It was possible that microarray analysis showing lack of induction of neuronal genes in *Cre+, Rest^GTi^^/GTi ^*mice (Supplementary file 1) was due to the elimination of many cells by apoptosis. 

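Genes of neurons and of their progenitors gave no call in either direction on these arrays. Of 23 early neuronal genes, 17 lay below and 6 above the control level, with a median log2 fold change of -0.04 (-0.12 with a common median). The median ran from -0.077 to -0.025 when 1 array was left out. It was -0.0043 with no scaling, -0.089 with *Eif2s3y* as a covariate and 0.036 with *Cre+, Rest GTi/GTi* replicates 3 and 4 alone. Limma called 0 (0 adjusted over the list alone, where the mean of probe sets gave 1 lower, 0 with the methods' t-test, 3 lower at an unadjusted p under 0.05). *Map2*, a microtubule protein of neurons, had an intensity of 5247 ± 424 in *Cre+, Rest GTi/GTi* brain and 5618 ± 189 in controls (SD, n = 4), a log2 fold change of -0.10 (standard error 0.08). *Tubb3*, which encodes the antigen of the TuJ1 antibody, gave -0.07. *Gad1* and *Gad2*, the enzymes that make GABA, gave -0.34 and -0.33, and *Isl1*, a transcription factor of striatal and motor neurons, gave -0.28. Of 17 apical progenitor genes, 11 lay below 0, and limma again called 0 (0 adjusted over the list alone, 0 with the methods' t-test, 0 at an unadjusted p under 0.05). *Sox2* had an intensity of 3979 ± 369 against 4277 ± 233 (SD, n = 4), and the RNA-binding protein *Msi1* and the transcription factors *Sox9* and *Gli3* gave log2 fold changes of -0.16, -0.19 and 0.19. Of 11 basal progenitor and proneural genes, 9 lay below 0 with a median of -0.15, and 0 were called (0 with trend and robust in limma, 0 with the methods' t-test, 0 adjusted over the list alone, where trend and robust gave 4 lower, and 4 lower at an unadjusted p under 0.05). These 4 were *Neurod4* (-0.35), the Notch ligand *Dll3* (-0.30), *Hes6* (-0.22) and *Insm1* (-0.19). *Eomes*, which encodes TBR2, gave 0.12. By camera with a preset correlation the neuronal and the basal progenitor lists lay below other genes (adjusted p = 0.0435 and 0.000741). Neither call held, with adjusted p = 0.683 and 0.333 with an estimated correlation.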

Even after eliminating apoptosis, however, microarray analysis still did not show significant up-regulation (>1.5-fold over control) of REST-regulated mRNAs (Supplementary file 2 and Figure 5—figure supplement 2), suggesting that premature differentiation per se was not the sole underlying cause of the apoptosis.

GT alleles carrying *β-geo* cassettes have been used extensively for both global and conditional gene inactivation in mice, with no reports of *β-geo* toxicity or chromosomal damage during recombination of the GT allele (Budanov and Karin, 2008; Gossler et al., 1989; Skarnes et al., 1992; Zambrowicz et al., 2003; Krechowec et al., 2012; Mao et al., 1999; Petkau et al., 2012; Theroux et al., 2007; Peralta et al., 2014; Ishizawa et al., 2011). Similarly, gene recombination defects using Cre recombination technology to stochastically invert tandem copies of a reporter gene have also not been reported (Livet et al., 2007). Nevertheless, to rule out this possibility for the *Rest ^GT^* allele, we compared relative amounts of *Rest* genomic and GT cassette DNA isolated from E13.5 brains of *Rest^GTi/GTi^, Trp53 ^fl/fl^* and *Cre+, Rest^GTi/GTi^,* and *Trp53 ^fl/fl^* mice. Using primers specific to these two regions for qPCR, we found no evidence for loss of DNA with inversion of the GT allele by Cre recombinase activity (Figure 5—figure supplement 3).

### Loss of REST function alone is responsible for DNA damage

Activation of the p53-pro-apoptotic pathway is often initiated due to genotoxic stress (Ko and Prives, 1996; Levine, 1997; Budanov and Karin, 2008; Elledge and Zhou, 2000). Therefore, we tested for DNA damage in the cortex of *Cre+, Rest^GTi/GTi^* mice by staining for phosphorylated H2AX histone (γH2AX), an established marker for DNA damage (Figure 6A), and the presence of DNA damage nuclear foci, revealed by co-staining of phosphorylated ataxia telangiectasia mutated (pATM) kinase and p53 binding protein 1 (53BP1) (Meek and Anderson, 2009) (Figure 6B). While we observed γH2AX+ cells and cells with DNA damage nuclear foci in the cortices of E13.5 *Cre+, Rest^GTi/GTi^*mice, we detected foci rarely in sections from controls. Western blot analysis verified the increased amounts of the pATM and γH2AX in the brains of E13.5 mutant mice (Figure 6C). In addition to molecular evidence for activation of a DNA damage-signaling cascade, we also observed an increased incidence of fragmented DAPI+ micronuclei and abnormal chromosomal bridges at the apical edge of the VZ in E13.5 *Cre+, Rest^GTi/GTi^*mice when compared with controls, indicating abnormal separation of sister chromatids and DNA breakage (Figure 6D). Cells with DNA damage were eliminated by apoptosis, because loss of REST alone, in E13.5 cortex and LGE, resulted in fewer cells with DNA damage foci than in *Cre+, Rest^GTi/GTi^, Trp53 ^fl/fl^* mice (Figure 6E).

**Figure 6.**
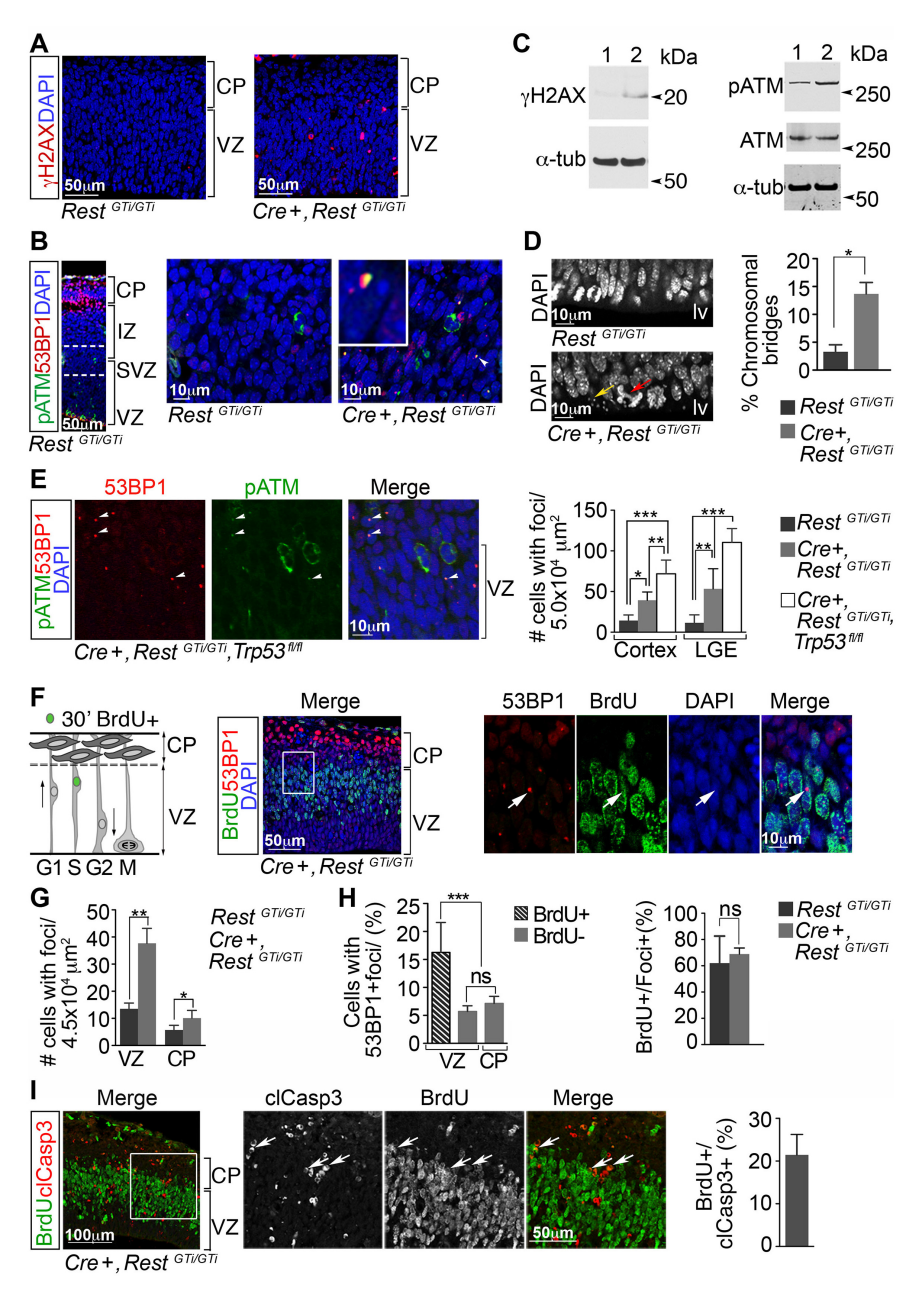
DNA damage in neural progenitors is due to loss of REST and persists in progenitors with loss of REST and p53. (**A**) Representative immuno-labeling of E13.5 cortex for phosphorylated histone protein H2AX (γH2AX). (**B**) Representative immuno-labeling for pATM and p53 binding protein 1 (53BP1) from cortex of E14.5 *Rest^GTi/GTi^*mice. The region between the dotted lines is shown at higher magnification in the right panels. Arrowhead indicates the nuclear foci magnified in inset. (**C**) Western blot analysis of E13.5 brain protein lysates. Lane 1, *Rest^GTi/GTi^;* Lane 2, *Cre+, Rest^GTi/GTi^.* α-tub (tubulin), loading control. (**D**) Left, Representative image of nuclei in cells in E13.5 ventricular surface. Red arrow points to abnormal bridge-like structures in mutant mice. Yellow arrow points to micronuclei. Right, quantification from E13.5 cortex. n=4 mice/genotype/100 mitoses. (**E**) Left, immuno-labeling of VZ cells in E13.5 cortex. Right, quantification from cortex and LGE dual labeled for 53BP1 and pATM, n=5 mice/genotype, 3–5 sections/mouse. (**F**) Left, schematic showing nuclear positions of neural progenitors in S phase labeled by 30 m pulse of BrdU. Right, representative images from E13.5 cortical section after 30 m BrdU pulse. Cells in inset are shown at higher magnification. Arrowheads indicate DNA damage foci in cells that incorporated BrdU in the S phase. (**G**) Quantification of 53BP1 data represented in F. n=6 mice, 3–4 sections/mouse. (**H**) Quantification of cells with 53BP1 foci in E13.5 *Cre+, Rest^GTi/GTi^*brain sections (**I**) Left, representative images of immunostained E13.5 cortical section. Cells in inset are shown at higher magnification. Right, quantification, n=6 mice, 3–4 sections/mouse/200μmVZ. Means and SD are shown. Statistical significance in **D** and **G** was determined by Mann-Whitney t-test and by ANOVA test with Tukey posthoc in **E** and **H**. *p<0.05; **p<0.01; ***p <0.001. ANOVA, analysis of variance; pATM, phosphorylated ataxia telangiectasia mutated; SD, standard deviation; VZ, ventricular zone. **DOI:** http://dx.doi.org/10.7554/eLife.09584.011

DNA damage responses often occur in association with defects in DNA replication, culminating in cell death. To test for this association, we pulsed E13.5 *Cre+, Rest^GTi/GTi^* and control embryos for 30 min with BrdU, to label cells in S phase, and co-stained BrdU+ progenitors and neurons with antibodies to 53BP1 and clCasp3 for damage response foci and apoptosis, respectively (Figure 6F–H). At this developmental stage, due to interkinetic nuclear migration, a majority of cells in S phase are found in the VZ close to the border of the CP (Ueno et al., 2006); Baye and Link, 2007). There were significantly more cells with 53BP1 foci in the VZ and CP in *Cre+, Rest^GTi/GTi^* brain compared with control (Figure 6G). Moreover, there were more cells with 53BP1 foci in the BrdU+ population in the mutant than in the BrdU− populations (Figure 6H, left). As expected, the majority of cells with 53BP1+ foci were also positive for BrdU in brains of both genotypes (Figure 6H, right). Analysis of 53BP1 foci+ cells in the clCasp3+ population in mutant mice revealed a time lag between S-phase damage and apoptosis, because only ~20% of cells labeled with clCasp3+ cells were also positive for BrdU (Figure 6I). We did not perform similar counts in control cortex because of the sparse numbers of clCasp3+ cells (2.4 cells, CI 03–4.4/ 200μm VZ width, n=4 animals, 3–4 sections per mouse).

### Adult Cre+, Rest^GTi/GTi^, Trp53^fl/fl^ mice develop proneural type GBM with primitive neuroepithelial tumor (PNET) characteristics

Previous studies support the idea that REST is a tumor suppressor outside of the nervous system (Wagoner et al., 2010; Baye and Link, 2007; Wagoner et al., 2010; Westbrook et al., 2008; Gurrola-Diaz et al., 2003; Kreisler et al., 2010; Moss et al., 2009), but tumors generally reflect the loss of more than one tumor suppressor. To test whether the DNA damage due to loss of REST, in the absence of the additional tumor suppressor p53, was persistent and would promote tumorigenesis, we maintained *Cre+, Rest^GTi/GTi^, Trp53^fl/fl^* mice into adulthood. We found 66% of 131 mice developed brain tumors at 9–11 months of age (Figure 7A and B and Table 1), and, of these, 48% were high-grade GBMs (Louis et al., 2007), based on proliferation indices, presence of mitotic figures, neovascularization with proliferating endothelial cells, and presence of necrosis (Figure 7B, Figure 7—figure supplement 1). Interestingly, tumors often consisted of undifferentiated cells with small cytoplasm (Figure 7A and B), characteristic of GBM with a primitive neuroectodermal-like component (PNET) (Kouyialis et al., 2005; Shingu et al., 2005; Ohba et al., 2008; Song et al., 2011). While common in the pediatric population, GBMs with PNET component are very rare in adults and are often thought to arise from clonal expansion of progenitor/tumor cells in vascular rich areas (Perry et al., 2009; Zindy et al., 2007). Anatomically, the GBMs we observed were often (36%) intraventricular or periventricular (Figure 7A and B), consistent with the location of progenitor/stem cells in the adult brain and REST expression in the neural stem cell (NSC) niche. In addition, the majority of tumors in the REST, p53-deficient mice were β-gal+ (Figure 7A and B), and expressed neural progenitor/stem cell markers (Figure 7—figure supplement 2), suggesting a progenitor/NSC tumor origin and consistent with the PNET character of GBM.

**Table 1.** Glioma incidence and grade according to *Rest* and *Trp53* genotypes **DOI:** http://dx.doi.org/10.7554/eLife.09584.012

	*Cre+,* *Rest ^GTi/GTi^,* *Trp53 ^+/+^*	*Cre+,* *Rest^GTi/GTi^,* *Trp53^fl/fl^*	*Cre+,* *Rest^GTi/+^,* *Trp53^fl/fl^*	*Cre+,* *Rest^+/+^,* *Trp53^fl/fl^*
Incidence	0(30)*	66%(131)	53%(34)	19%(68)
Grade I-–III	-	46%	94%	77%
Grade IV (GBM)	-	54%	6%	23%

* Number in parenthesis indicates number of animals used in analyses.

**Figure 7.**
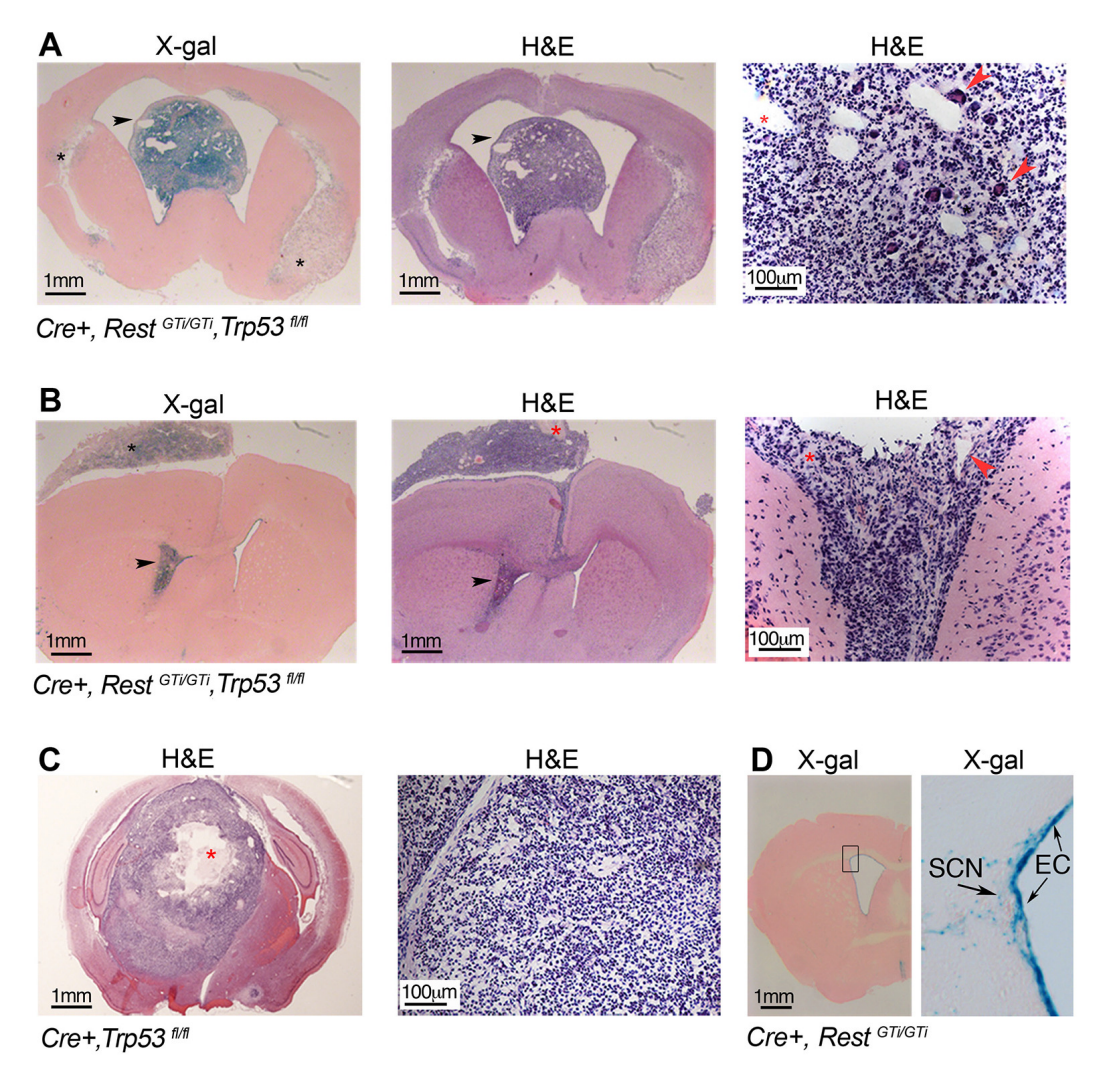
Persistent DNA damage due to loss of REST, in the context of loss of p53, promotes GBMs in adult. (**A**) and (**B**). Left panels, X gal staining of sections from *Cre+, Rest^GTi/GTi^ Trp53^fl/fl^*mice at 7.5 months (**A**) and 10.5 months (**B**) of age. Arrowheads point to intraventricular tumors. Black asterisks indicate secondary tumor formation with subpial spread (**B**). Middle and right panels, H&E staining reveals abnormally increased cellular densities. Higher magnifications reveal atypical morphology of the densely packed cells, with little cytoplasm and multiple areas of new blood vessel formation (red arrowheads). Red asterisks indicate pseudopallisading necrosis. (**C**) Left panel, section from 11-month-old p53-deficient mouse brain showing a rare GBM, higher magnification image on right. Red asterisk, necrotic area. (**D**) Section from 9.5-month-old *Cre+, Rest^GTi/GTi^*mouse brain. Boxed area is enlarged at right. Arrows point to EC and SCN. EC, ependymal cells; GBM, glioblastoma; H&E, hematoxylin and eosin; SCN, stem cell niche. **DOI:** http://dx.doi.org/10.7554/eLife.09584.013

**Figure 7—figure supplement 1.**
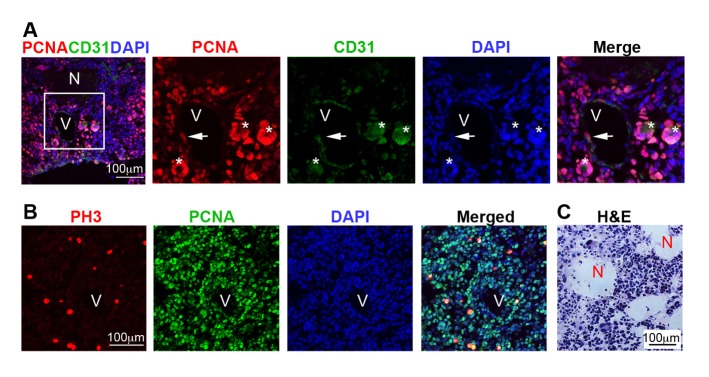
Immunostaining analysis defining grade IV (GBM) gliomas according to WHO classification. (**A**) Representative immuno-labeling of a GBM in 9-month-old mouse brain from *Cre+, Rest^GTi/GTi^, Trp53^fl/fl^* mice, using antibodies to indicated proteins and DAPI to demarcate nuclei. Panels on the right are high magnification images in inset. Newly forming blood vessel (asterisk) entirely consisting of hypertrophic and hyperplastic endothelial cells (PCNA+CD31+). (**B**) Representative immuno-labeling of GBM from *Cre+, Rest^GTi/GTi^, Trp53^fl/fl^* 11-month-old mouse brain. PH3 is a mitotic marker. (**C**) Representative GBM section stained with H&E to reveal necrotic areas (**N**). PCNA, proliferation marker, CD31, endothelial cell marker. V, blood vessel. Arrows, PCNA+ cells within blood vessels. GBM, glioblastoma; PH3, phospho-histone 3; H&E, hematoxylin and eosin. **DOI:** http://dx.doi.org/10.7554/eLife.09584.014

**Figure 7—figure supplement 2.**
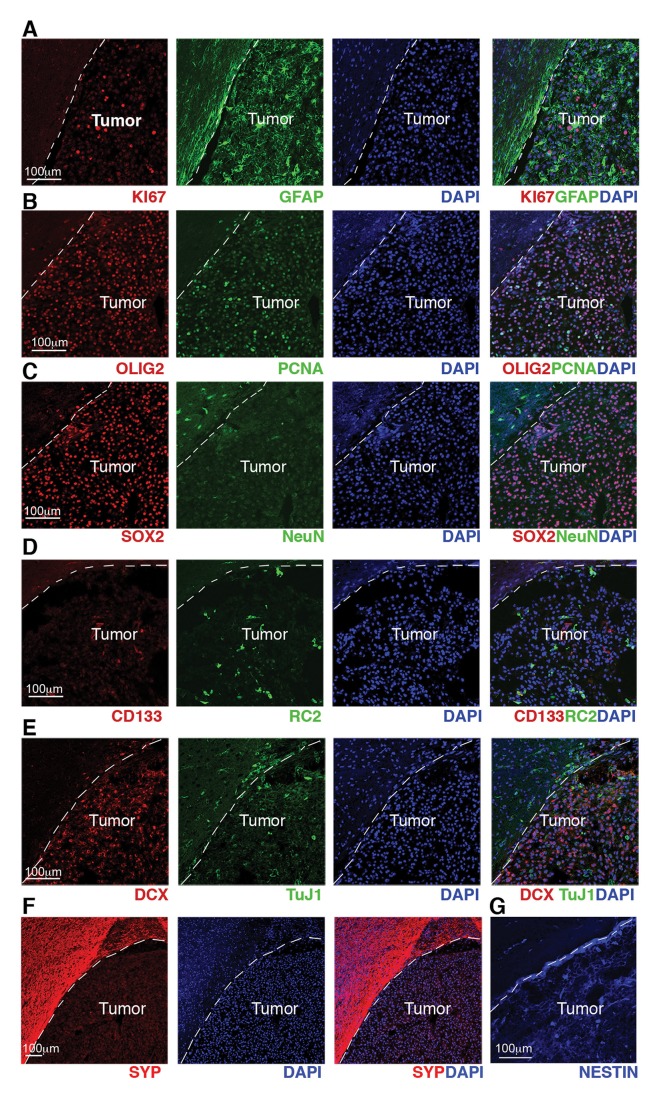
GBM from *Cre*+, *Rest^GTi/GTi^, Trp53 ^fl/fl^* mice show high proliferation indices and expression of progenitor and NSC molecular markers. (A–G) Representative immuno-labeling of a GBM from *Cre+, Rest^GTi/GTi^, Trp53^fl/fl^* mouse using markers of astrocytes (GFAP), proliferation (Ki67, PCNA), oligodendrocyte and oligodendrocyte precursors (OLIG2), neural progenitors and stem cells, (SOX2, RC2, CD133 and NESTIN), immature neurons (DCX, TuJ1) and mature neurons (NeuN, Synaptophysin). Normal brain tissue adjacent to tumor is on the left of the dashed line. GBM, glioblastoma; NSC, neural stem cell. **DOI:** http://dx.doi.org/10.7554/eLife.09584.015

Similar to a previous report (Zheng et al., 2008), gliomas in the *Cre+, Trp53^fl/fl^* mice were much less frequent (13/68) and only three of the 13 could be characterized as GBM (Table 1). In addition, none of the tumors were intraventricular or showed spread along the hemispheres (Figure 7C). No tumors formed in *Rest^GTi/GTi^* mice and βgal+ cells were confined to ependymal and stem cells niche areas in SVZ (Figure 7D). The lack of tumors in control mice indicated that DNA damage due to loss of REST was insufficient by itself to cause tumors and/or that most of the damaged cells were eliminated by p53-mediated apoptosis.

Despite their heterogeneity, GBMs can be characterized based on their molecular expression profile into classical, mesenchymal, proneural, and neural subtypes correlated with certain mutations, chromosomal aberrations, severity and responses to therapy (Verhaak et al., 2010). We performed qRT-PCR analysis for a subset of the signature genes on 17 *Cre+, Rest^GTi/GTi^, Trp53^fl/fl^*tumors (Verhaak et al., 2010) (Figure 8A). The analysis indicated consistently high expression of Olig2, Erbb3, Ng2, Pdgfrα, and Nkx2.2 genes in GBM, independent of the manifestation of clinical symptoms or anatomical location of the tumor (Figure 8A and data not shown). The genes represented a typical constellation of a proneural GBM subtype (Verhaak et al., 2010) and were not up-regulated in normal cortex of control mice. The Olig2, Pdgfrα, Ebrb3, Ng2 and Nkx2.2 signature was maintained in tumor cells propagated in culture from *Cre+, Rest^GTi/GTi^, Trp53^fl/fl^*mice (data not shown). The expression of these genes also correlated with an oligodendrocyte-specific molecular signature identifying proneural type of GBM (Verhaak et al., 2010), and E13.5 OLIG2+ SOX2+ progenitors in brains from *Cre+, Rest^GTi/GTi^, Trp53^fl/fl^* mice exhibited DNA damage (Figure 8B).

**Figure 8.**
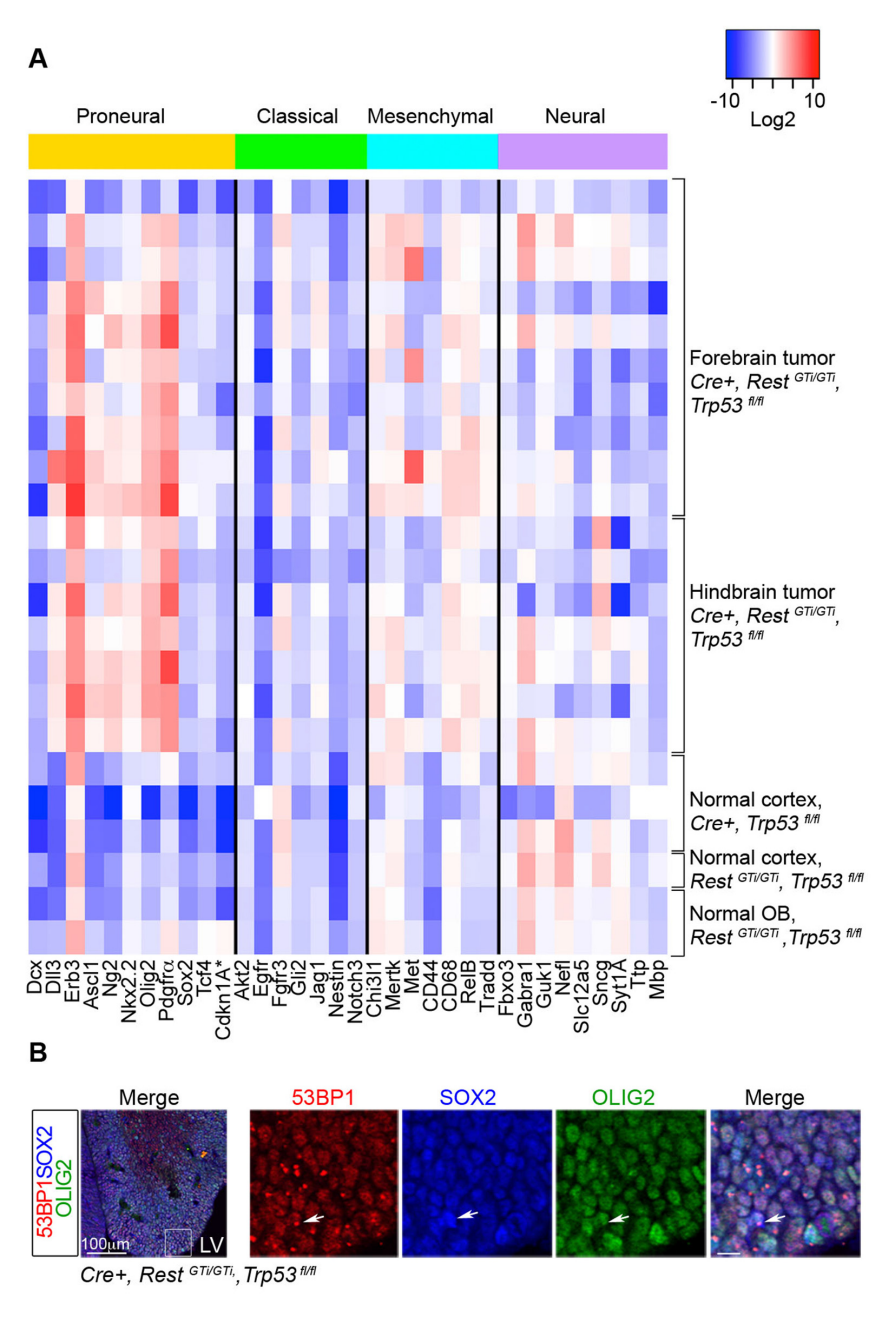
RNA analysis points to proneural type tumors. (**A**) Heat map representing qRT-PCR analysis of mRNA levels, normalized to 18S, of selected genes enriched in human proneural, classical, mesenchymal, and neural subtypes of GBMs. The values are color coded and plotted on Log_2_ scale. (**B**) Representative immuno-labeling of LGE from E13.5 *Cre+, Rest^GTi/GTi^, Trp53^fl/fl^* mice showing 53BP1 foci in progenitor cells. Boxed area on the left image is enlarged on right images (scale bar, 10μm). Arrow points to cell with foci. GBM, glioblastoma; LGE, lateral ganglionic eminence; LV, lateral ventricle; qRT-PCR, quantitative real-time polymerase chain reaction. **DOI:** http://dx.doi.org/10.7554/eLife.09584.016

### Conditional Rest KO mice produced by deleting Rest exon 2 exhibit normal brain size and lack apoptosis

Our findings on the *Cre+, Rest^GTi/GTi^* mice were not recapitulated when we tested a brain-specific *Rest* KO with excision of exon 2 (*Cre+, Rest^fl/fl^*mice) (Gao et al., 2011). In this line, the remaining exons still have the potential to encode several zinc finger domains in the DNA-binding domain as well as the nuclear localization signal (Shimojo, 2001) and C-terminal repressor domain (Figure 9A) (Tapia-Ramirez et al., 1997; Thiel et al., 1998). The average brain sizes of P45 *Cre+, Rest^fl/fl^* females (0.46 SD 0.02, n=7) were not statistically different from the sizes of *Rest^fl/fl^* littermate females (0.44 SD 0.02, n=9) or control *Rest^GTi/GTi^* mice (0.46 SD 0.01, n=15). A potential explanation was provided by analysis of RNA and REST protein levels in E13.5 brain or progenitors from the *Cre+, Rest^fl/fl^* mice. Exons 3 and 4 in the *Cre+, Rest^fl/fl^ *mice were transcribed (Figure 9B) and encoded an ~130 kDa C terminal REST peptide (hereafter REST^C^) (Figure 9C) that was not present in the *Cre+, Rest^GTi/GTi^* mice but remained in mouse embryonic stem cells ESCs) created using a similar deletion strategy (Jorgensen et al., 2009). The size of REST^C^ suggests that an initiator methionine was utilized in exon 3.

**Figure 9.**
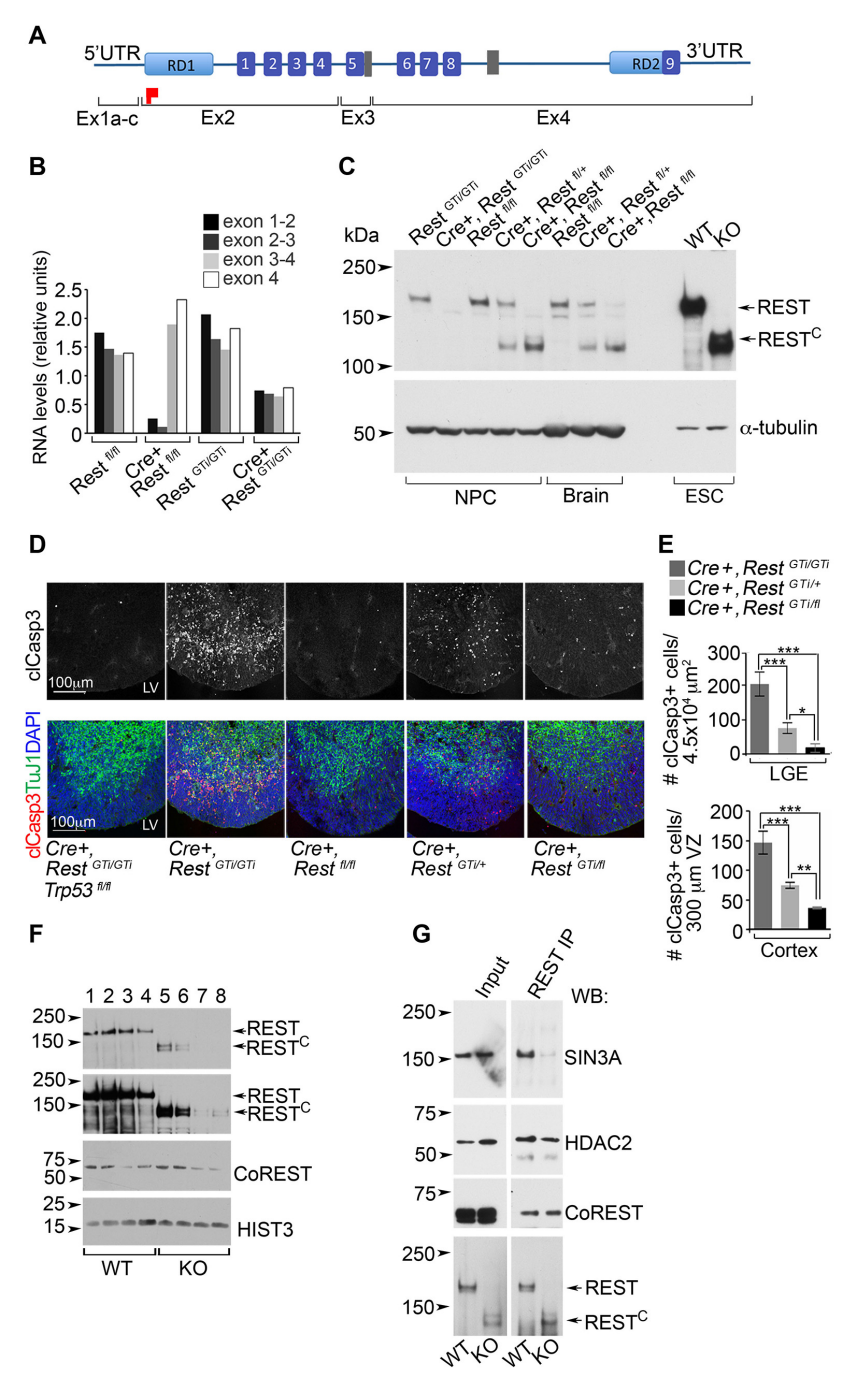
A C-terminal REST peptide, translated in conventional *Rest* KO mice, recruits co-repressors and protects against apoptosis. (**A**) Schematic of REST functional domains (top) and exons (Ex, bottom). (**B**) qRT-PCR analysis, relative to 18S RNA, spanning indicated exons from E13.5 brain. (**C**) Western blot analysis of neurospheres (NPC), E13.5 brain, and ESC lysates in indicated genotypes using antibody raised against the C-terminus of REST^6^. Full length REST protein migrates at ~200kDa^6^; 130 kDa peptide represents peptide containing the REST^C^. α-tubulin, loading control. (**D**) Representative immunostained images in cortical sections from indicated genotypes. (**E**) Quantification of apoptotic cells, n=5–6 mice/genotype, 6–10 sections/mouse. Mean values and 95% CI are shown. Statistical significance was determined using Kruskal ANOVA with Dunn posthoc, (**F**) Representative Western blot from ESC nuclear extracts, n=3 independent experiments. Chromatin extracts were performed with increasing NaCl concentrations; 0 (lanes 1, 5); 100 mM (lanes 2, 6); 200 mM (lanes 3, 7); 500 mM (lanes 4 and 8). Top two panels represent different exposures of the same Western blot. (**G**) Representative Western blot analyses of REST and REST^C^ immuno-complexes from ESC nuclear extracts. Extracts from ESC were immunoprecipitated with REST antibody and probed with antibodies indicated at right, n=3 independent experiments. *p< 0.05; **p<0.01; ***p< 0.001. RD, repressor domain; gray rectangle, nuclear localization signal; purple box, zinc finger motif; red flag, initiator methionine. ANOVA, analysis of variance; ESC, embryonic stem cell; qRT-PCR; REST^C^, C terminal peptide of REST. **DOI:** http://dx.doi.org/10.7554/eLife.09584.017

Because we had shown that apoptosis contributes to smaller brain size in the *Cre+, Rest^GTi/GTi^* mice, the above results suggested that the normal brain size in *Cre+, Rest^fl/fl^* mice was due to REST^C^ activity that protected against apoptosis. To test this idea, we took advantage of *Cre+, Rest^GTi/+^* mice that are hypomorphic with respect to brain size and apoptosis. These mice exhibit levels of apoptosis 50.1 and 37.4% lower than *Cre+, Rest^GTi/GTi^* mice depending on the brain region (Cortex: *Cre+, Rest^GTi/GTi^,* 146.9, CI 127.6–127.6; *Cre+, Rest^GTi/+^ *74.69, CI 69.6 79.8; LGE: *Cre+, Rest ^GTi/GTi^,* 203.9, CI 169.1–238.6, *Cre+, Rest^GTi/+^*, 76.3, CI 60.8–91.8) (Figure 9D and 9E). This result is also reflected in fewer and less aggressive gliomas in the context of p53 deletion in *Cre+, Rest^GT/+^, Trp53^fl/fl ^*mice (Table 1).

To test whether REST^C^ could block apoptosis in neural progenitors, we generated *Cre+* mice heterozygous for the *Rest^GTi^* and *Rest^fl^* alleles (*Cre+, Rest^GTi/fl^*), and compared clCasp3 labeling with that of *Cre+, Rest^GTi/^^GTi^* mice. The results indicated significantly less apoptosis in the *Cre+, Rest^GTi/fl^* mice in both cortex and LGE, with decreases to 24.8 and 9.1% of* Cre+ Rest^GTi/^^GTi^* values, respectively (Cortex: *Cre+, Rest^GTi/fl^,* 36.4, CI 34.9–37.9; LGE: *Cre+, Rest^GTi/fl^* 18.54, CI 6.3–30.8) (Figure 9D and E). This result demonstrates that the remaining REST^C^ protein generated using Exon 2 deletion can still function in progenitors to prevent the DNA damage and apoptosis that results from complete loss of REST.

### REST^C^ can still recruit co-repressors to chromatin

Previous studies have demonstrated that both C- and N-terminal domains of REST exhibit repressor activity through recruitment of distinct co-repressor complexes (Andres et al., 1999; Ballas et al., 2001; Grimes, 2000; Dingledine et al., 1999; Naruse et al., 1999; Roopra et al., 2000). Thus, the REST C-terminal peptide could prevent DNA damage and apoptosis by maintaining its known function and recruiting co-repressors directly to the chromatin. Indeed, REST^C^ was bound to chromatin prepared from ESCs, albeit not as effectively as full length REST (Figure 9F). REST^C^ was also in immuno-complexes with the known REST co-repressors HDAC2 and CoREST (Andres et al., 1999; Ballas et al., 2001) but not with the co-repressor SIN3A (Figure 9G), which is recruited only by the N-terminus of REST (Grimes, 2000;Dingledine et al., 1999; Naruse et al., 1999; Roopra et al., 2000) .

## Discussion

Here, we show a new role for REST in protecting genomic integrity in cycling neural progenitors. Premature loss of REST results in prominent DNA damage during S phase, as well as in chromosomal abnormalities, resulting ultimately in apoptosis of neurons that normally mature during early to intermediate neurogenesis. These events are distinct from the robust up-regulation of neuronal genes that are predicted prima facie from premature loss of REST, and point to a mechanism for ensuring that proper terminal neuronal differentiation occurs only after exit from the cell cycle.

*The S phase of the cell cycle in neural progenitors is a critical decision point for proper terminal neuronal differentiation.* REST is an ideal candidate for probing links between proliferation and terminal neuronal differentiation because it represses a large coterie of genes that are required for mature neuronal functions. As a repressor of these genes, REST is down-regulated dramatically during embryonic neurogenesis to allow elaboration of the terminally differentiated phenotype. However, REST is still associated with its chromatin modifiers on neuronal gene chromatin in the dividing progenitors (Figure 2F [Ballas et al., 2005]). The precise timing of release of REST from chromatin during the cell cycle has never been determined. Our results indicate that its normal removal must coincide with completion of cell division, because loss of REST and its co-repressors in cycling progenitors results in DNA damage, early cell cycle exit, and eventual apoptosis.

In particular, our results suggest strongly that premature loss of REST causes DNA damage during S phase. We find significantly more mutant than control cells having a DNA damage response and a larger percentage of BrdU+ cells in the VZ with damage foci compared to BrdU− cells (Figure 6G and H). Both DNA damage and premature cell cycle exit persist in the *Cre+, Rest^GTiGTi^, Trp53^fl/fl^* mice, indicating that these events can occur independently of activation of the apoptotic pathway. In most cases, apoptosis is a common outcome of DNA damage (Houlihan and Feng, 2014). Because a majority of the MAP2+ cells that accumulated at the VZ/SVZ boundary in the mutant were also positive for clCasp3, we were unable to determine whether expression of MAP2 followed a normal differentiation pathway or an abnormal up regulation of MAP2 contributed to the apoptosis. Time lapse imaging of individual cells in the mutant may answer this question in the future.

Even with apoptosis and smaller brain size, *Cre+, Rest^GTi/GTi^* mice lived to maturity. This situation contrasts with the widespread apoptosis and loss of entire brain structures that is often characteristic of loss of other chromatin complexes during embryogenesis. For example, brain KO of both HDACs 1 and 2 results in embryonic lethality with evidence of apoptosis throughout the brain (Hagelkruys et al., 2014; Montgomery et al., 2009). Similarly, brain deletion of TOPBP1, which has a global role in maintaining genomic stability, causes widespread apoptosis and loss of entire brain structures (Lee et al., 2012). The more robust phenotype of these factors is likely due to their inclusion in many different transcriptional complexes, whereas REST binding sites are restricted to a more limited set of sites in the genome.

The brain phenotype of our mice was most similar to loss of the nuclear factor NDE1 reported recently to safeguard genomic integrity during S phase through interactions with the cohesin complex, implicated in replication fork fidelity (Houlihan and Feng, 2014). We did not identify NDE1 in any of our purified REST complexes. Furthermore, unlike the nearly complete brain size rescue in the NDE1, p53 compound KO mice, the deletion of *Trp53* in *Rest ^GT^* mice, although it did block apoptosis, allowed only partial recovery to normal brain size, indicating residual effects of REST loss that did not occur with loss of NDE1(Houlihan and Feng, 2014). These distinctions suggest different underlying mechanisms for their functions in neural progenitors. Interestingly, significant up-regulation of neuronal genes during development does occur outside the nervous system in REST-deficient mice (Figure 1F and Aoki et al., 2012; Paquette et al., 2000), indicating distinct mechanisms for S phase surveillance in non-neural and neural tissues.

*Premature loss of REST from neural progenitors, coupled with loss of the tumor suppressor p53, leads to invasive GBM.* The DNA damage due to loss of REST, in the absence of apoptosis with p53 deletion, persisted into adulthood and led to primarily proneural type GBM with PNET character (Kouyialis et al., 2005; Shingu et al., 2005; Ohba et al., 2008; Song et al., 2011). However, some tumors also expressed markers typical for mesenchymal and neuronal GBM types (Figure 8A, Figure 7—figure supplement 2), reflecting the fact that GBM are very heterogeneous, even when derived from single clones from patients (Yung et al., 1982; Wikstrand et al., 1983) including heterogeneity in REST expression (Wagoner and Roopra, 2012; Kamal et al., 2012; Conti et al., 2012). While the *Rest* gene was transcriptionally inactive due to the GT, the *Rest* promoter was active, evidenced by β-gal staining, in the tumor cells in *Cre+, Rest^GTi/GTi^, Trp53^fl/fl^* mice (Figure 7A and B), likely reflecting their progenitor/NSC character. Up-regulation of *Rest* mRNA and protein are a prominent feature in some human GBMs and medulloblastomas (Wagoner and Roopra, 2012; Kamal et al., 2012; Conti et al., 2012; Su et al., 2006; Majumder et al., 2000). Only a small percentage (23%, 3/13 gliomas) of *Cre+, Trp53^fl/fl^* mice developed GBM with PNET pathology, and these lacked subpial spread. Taken together, our results reinforce the idea, proposed previously (Wagoner et al., 2010; Westbrook et al., 2008; Gurrola-Diaz et al., 2003; Kreisler et al., 2010; Moss et al., 2009) for non-neuronal cells, that DNA damage due to loss of REST does not initiate tumors but rather promotes transformation and migration.

*A C-terminal repressor domain in REST protects genomic integrity in neural progenitors.* Because REST recruits chromatin modifiers to repress its target genes, it seems reasonable to propose that DNA damage effects from premature loss of REST reflect a failure to properly re-establish correct chromatin modifications during the cell cycle. There are two well-established repressor domains in the N and C termini of REST (Tapia-Ramirez et al., 1997; Thiel et al., 1998). Each of these domains recruits histone deacetylases, as well as enzymes that methylate or demethylate histones(Battaglioli et al., 2002; Mulligan et al., 2008; Lunyak, 2002; Lee et al., 2005). We showed that in a conventionally targeted REST KO mouse line targeting *Rest* exon2, remaining C terminal exon(s) are translated into a protein that can bind neuronal chromatin and recruit the CoREST/HDAC complex. The presence of REST^C^ in the *Rest* GT heterozygote greatly reduced DNA damage and apoptosis, consistent with the idea that proper chromatin modifications are required to pass the S phase surveillance test. A study using a different *Rest* KO model, which targets exon 4 and leaves intact sequences coding for N-terminal repressor exons (Aoki et al., 2012), did not report microcephaly or DNA damage. It is thus possible that the remaining N-terminal peptides are functional, consistent with the ability of both N- and C-terminal repression domains of REST to mediate repression function (Tapia-Ramirez et al., 1997). It will be of interest to determine DNA damage and premature differentiation are separable events, and this may be resolved through more in-depth comparisons between *Rest* GT and conventional *Rest* KO mouse models.

*A new model for REST function during embryonic neurogen*esis. We propose that REST repression protects the integrity of neuronal genes whose expression must be delayed until terminal differentiation. There is no evidence for direct interactions of REST with DNA replication machinery. Therefore, we suggest that REST protection occurs by maintaining proper chromatin modifications during S phase. This could be achieved simply by preventing premature expression of terminal neuronal genes, thereby preventing aberrant chromatin modifications and premature cell cycle exit, and/or by functions of components in the REST repressor complex dedicated to DNA damage control. Although the magnitude and number of mRNAs de-repressed in the REST mutant at E12.5 was very low (Supplementary file 2), it is possible that abnormally timed transition of their chromatin from repressor to activator marks could contribute to a DNA damage response. With respect to the REST complex, several associated factors have the potential to protect against DNA damage. Intriguingly, FACT (FAcilitates Chromatin Transcription) turned up recently as a member of the REST complex in ESCs (Mcgann et al., 2014) In mammalian cells and yeast, loss of FACT results in DNA double-strand breaks that interfere with DNA replication through the formation of R loops (Herrera-Moyano et al., 2014).

Further studies are required to test this new model. However, our current results indicate that a functional REST repressor complex is required for proper cell cycle transition during neurogenesis, and that normal loss of REST repression from neuronal gene chromatin is timed precisely to coincide with cell cycle exit and the ‘permission’ to terminally differentiate.

## Materials and methods

### Experimental procedures

#### Mouse strains

*Rest **^GT(D047E11)^*** (*Rest^GT^*^)^ mutants were established by blastocyst injection of the D047E11 GT clone (GenBank Acc.: DU821609). *Rest^GTi(D047E11)^* mice carrying the inverted GT vector (*Rest^GTi^*) were obtained by crossing to Flpe deleter mice (Dymecki et al., 2000). GT vector orientation was determined as described (Schnutgen et al., 2005). Mouse strain *Rest^fl/fl^* was described previously (Gao et al., 2011). Mice carrying *Trp53^fl ^*allele, *Nestin Cre* and *hGFAP Cre* transgenes were from Jackson Laboratories (Bar Harbor, ME), stocks # 008462, 003771, and 004600, respectively, Strains were backcrossed to C57BL/6J (*Nestin Cre, Rest^GTi^* and *Trp53 ^fl^* lines) and to FVB background (*hGFAP Cre line*) for at least 10 generations. Mice were genotyped for *Rest^GTi^, Rest^GT^,* or *Rest^+^* alleles using the following primers: GTA5: 5’-tggatgttgaggtccgttgtg-3’, GTB5: 5’-ggctacggatcccttcttccc-3’and GTB1: 5’aacggcccccgacgtccctgg-3’ to reveal 480 bp product (wild type, GTB5/GTB1 amplicon) and 600 bp (mutant, GTA5/GTB1 amplicon). *Cre* transgene was validated using primers CreA1: 5’-tgctgtttcactggttatgcg-3’ and CreB1: 5’ ttgcccctgtttcactatcca-3’. Genotyping for* p53^fl^*allele was according to Jackson Laboratories.

#### Immunohistochemistry

Embryonic heads (E13.5 or younger), dissected brains (E14.5-P1), or transcardially perfused brains from adult animals, were fixed in 4% formalin in phosphate-buffered saline (PBS) at 4°C overnight, equilibrated in 30% sucrose and embedded in TFM tissue frozen medium (TBS) for frozen sectioning. Age- and position- matched sections were dried, post-fixed with cold acetone and stained using standard immunohistochemical techniques. Antigen retrieval in 10 mM sodium citrate, pH 6.0, 0.1% Tween-20, 95^°^C, 10 m, or proteolytic permeabilization with 0.1% Trypsin/0.1% CaCl2 in 10 mM Tris, pH 7.5 for 5 m at room temperature were used to reveal nuclear proteins. Standard 30 m 2 M HCl treatment at RT, followed by neutralization in 0.1 M Borate was used for BrdU immunostaining. Sections were stained with secondary species-specific antibodies conjugated to Alexa-488, Alexa-555, or Alexa-647 (Invitrogen, Waltham, MA), and counterstained with DAPI to reveal nuclei. Immunostaining was analyzed with a confocal fluorescent microscope (Zeiss LSM710 Axiovert). Images were acquired using Zeiss LSM5 (Carl Zeiss, Oberkochen, Germany) and processed using ImageJ and Photoshop CS3 (Adobe, San Jose, CA).

#### Commercial antibodies

Rabbit anti-CoREST^67^, (1:1000); rabbit anti-cleaved Caspase 3 (Cell Signalling, Davers, MA, 1:300); rabbit anti-Ki-67 (clone MM1, Novocastra, Newcaste, UK, 1:100) rabbit anti-DCX (Cell Signaling, 1:300); rabbit anti-phospho histone H2A.X (Ser139)(Cell Signalling, 1:100 for IF and 1:1000 for WB); Histone 3 (Cell Signalling, 1:1000); mouse anti-TuJ1 (Covance, Princeton, NJ, 1:500); rabbit anti-PAX6 (Covance, 1:300); rabbit anti-SOX2 (Millipore, Billerica, MA, 1:300); mouse anti-MAP2 (Millipore, 1:300); rabbit anti-TBR1 (Millipore, 1:500); mouse anti-GFAP (Millipore, 1:500); mouse anti-SOX2 (RD Systems, Minneapolis, MN, 1:100); rat anti-CTIP2 (Abcam, Cambridge, MA, 1:300); rabbit anti-TBR2 (Abcam, 1:300); mouse anti-SATB2 (Santa Cruz Biotechnology, Santa Cruz, CA, 1:100); rabbit anti-Olig2 (Millipore, 1:300); rabbit anti-mSin3 (Santa Cruz Biotechnology, 1:1000); mouse anti-phospho ATM (Ser 1981) (ECM Biosciences, Versailles, KY, 1:1000 for WB and 1:300 for IF); mouse anti-ATM (Sigma-Aldrich, St Louis, MO, 1:1000); rabbit anti-HDAC2 (Life Technologies, Waltham, MA, 1:5000); rabbit anti-p53BP1(Calbiochem, Billerica, MA, 1:500), cleaved Caspase3-conjugated to Alexa-647 (Cell Signalling, 1:50). Mouse anti-α-tubulin (clone AA4.3, 1:5000), mouse anti-actin (clone JLA20, 1:1000), anti-RC2 (1:100) and mouse anti-BrdU (clone G3G4, 1:200), were obtained from the Developmental Studies Hybridoma Bank developed under the auspices of the NICHD and maintained by the University of Iowa, Department of Biology.

#### REST antibodies

Rat monoclonal anti-mouse REST antibody 4A9^91^ was used (1:300) in Figure 1I. Rabbit anti-human REST antibody REST-C^7^, was used in Figure 1D, 2D, 9C, F and G (1:1000), and in Figure 2G (1:100). The rabbit anti-mouse REST antibody RESTJ used in Figure 9G was raised against amino acids 889–1035 of REST (within *Rest* exon 4) after expression in bacteria (BL2, DE3, Agilent, Santa Clara, CA) followed by glutathione-agarose affinity purification. Purified peptide was used for immunizations of rabbits and collection of antiserum (Covance). Serum was further passed over GST-agarose (Thermo Scientific, Waltham, MA) to deplete of anti-GST epitopes and affinity purified against the GST-REST peptide antigen coupled to glutathione-agarose (Thermo Scientific). Specificity of this antibody was confirmed by Western blotting (1:1000) of extracts from a mouse REST KO^66^ and WT ESC cells (data not shown).

#### Western blot

Proteins were lysed in cold lysis buffer containing 50 mM Tris, pH 7.5, 150 mM NaCl, 1 mM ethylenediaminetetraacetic acid (EDTA), 0.1 mM sodium vanadate, 10 mM β-glycerophosphate; 10 mM NaF, protease inhibitors (Roche Basel, Switzerland), 1% Triton X-100 and 10% glycerol and resolved on 3–8% pre-cast gradient Tris-Acetate gels (Invitrogen, Waltham, MA). Blotting with primary antibodies was carried out at 4°C overnight followed by incubation with the appropriate secondary antibodies and developed using chemiluminescent West Pico detection kit (Thermo Scientific).

#### Chromatin immunoprecipitation

Analyses were carried out as described (Ballas et al., 2001.) Briefly, 200 μg of protein lysate from embryonic brain or cultured neurospheres with cross-linked and sheared chromatin were immunoprecipitated overnight at 4ºC using rabbit anti-REST antibodies generated against the C-terminus (Ballas et al., 2005). Normal rabbit IgG was used as immunoprecipitation negative control. After reversal of cross-links, DNA and 10% input samples were purified using Qiagen (Valencia, CA) columns. For qRT-PCR analyses, primers were designed within 300–500 bp of the RE1 site and ChIP DNA amounts were determined from standard curve and normalized to the input DNA. PCR primer sequences used for qRT-PCR in Supplementary file 3.

#### Real-time quantitative PCR (qRT-PCR)

RNA was extracted using Trizol (Invitrogen) and treated with DNAse (Ambion, Waltham, MA). Reverse transcription reactions were performed using 1 mg-500 ng of total RNA with Superscript III (Invitrogen). qPCR was performed in an Applied Biosystems PRISM 7900HT Fast Real Time PCR system with SYBR green PCR master mix (Applied Biosystems, Waltham, MA) using the same cycling conditions. Relative abundance of each cDNA was determined according to the standard curve and normalized to 18S RNA levels. Samples were diluted 1:50 for analysis of 18S RNA levels and 1:5 for analysis of test genes.

#### In situ hybridization analysis

Antisense and sense probes for REST mRNA detection were as described (Chong et al., 1995). Plasmids containing probes were linearized and transcribed using T7 RNA polymerase (Promega, Madison, WI) and DIG-labeling methodology (Roche). In situ hybridization analyses were carried out on frozen brain sections as described (Sciavolino et al., 1997).

#### Cell culture

Neurospheres were isolated from E13.5 cortices and cultured (Reynolds and Weiss, 1992 )in neurobasal media (Invitrogen) supplemented with 2 mM L-glutamine, 100 U/ml penicillin, 100 mg/ml streptomycin, B27 supplement, 20 ng/ml epidermal growth factor (Invitrogen), and 10 ng/ml fibroblast growth factor (Invitrogen). Neurospheres were passaged every 3–4 days using Accutase (Invitrogen). ESC were cultured as described (Mcgann et al., 2014).

#### Chromatin association

Analysis was carried out as described (Dykhuizen et al., 2013). In brief, nuclei were isolated with buffer A (25 mM HEPES, pH 7.6, 5 mM MgCl_2_, 25 mM KCl, 0.05 mM EDTA, 10% glycerol, 0.1% NP-40 and protease inhibitors (Roche)) and 1.5×10^6^ nuclei/per condition were extracted for 20 min on ice in 20 mM Tris-HCl, pH 6.3, 3mM EDTA with 0, 100, 200, 300 and 500 mM NaCl concentration. Chromatin extracts were centrifuged for 20 min at 25K to isolate chromatin. The lysate was removed and chromatin pellet was re-suspended in sodium dodecyl sulfate (SDS) lysis buffer using sonication, followed by Western blotting for chromatin association.

#### Co-immunoprecipitation

Nuclei were isolated in buffer A and extracted in IP buffer (150mM NaCl, 50 mM Tris-HCl, pH7.5, 0.5% TritonX-100, 0.5 mM EDTA, 10% glycerol with protease (Roche) and phosphatase inhibitors). DNA and RNA were digested using Benzonase (Sigma) for 30 min at 4°C, lysates pre-cleared with protein G Dynabeads (Life Technologies) and immunoprecipitated with constant rotation overnight at 4°C using 1 μg of primary rabbit anti-mouse REST antibody or rabbit IgG, followed by 2 hr of incubation with protein G Dynabeads. Immunoprecipitates were washed four times on ice using IP buffer with constant rotation, beads were re-suspended in SDS loading buffer and analyzed by Western blotting.

#### LeX+ purification of progenitors

Telencephalons from E13.5 brain were mechanically dissociated and labeled with anti-LeX/SSEA-1 antibody conjugated to PE (BD Pharmingen, San Diego, CA) for 20 min in PBS containing 1% bovine serum albumin and 1 mM EDTA on ice. Cells were washed and incubated with anti-PE magnetic microbeads (Miltenyi Biotech, Gladbach, Germany), for additional 20 min on ice, washed and applied to magnetic-activated cell sorting column on magnetic separator. Unbound cells were washed and bound cells eluted as suggested by the manufacturer (Miltenyi Biotec). Cells were collected by centrifugation and lysed in Trizol for RNA preparation.

#### Statistical analysis

Statistical analyses, including t-tests, analysis of variance (ANOVA), calculation of means and 95% CI, were performed using Prism5 (Graphpad, La Jolla, CA). For the selection of the appropriate tests, data were analyzed for a normal distribution. For normally distributed samples, we used ANOVA followed by Tukey posthoc for comparisons of more than two groups or unpaired two-tailed t-test with Welch correction for two-group comparisons. For the non-normally distributed data sets, non-parametric Kuskal–Wallis ANOVA with Dunn posthoc test for more than two group comparisons and Mann–Whitney t-tests for two groups were used for comparisons. In addition, Prism5 software was used to plot means and 95% CI intervals or standard deviations on figures.

#### Microarray analysis

Total RNA from E12.5 brains was extracted with Trizol (Invitrogen) and further purified using RNAeasy purification columns (Qiagen). 1μg of total RNA was used to generate cDNA libraries for hybridizations on Affymetrix (Santa Clara, CA) Gene Chip Array using Mouse 430_2 chip (Supplemental file 1, GEO acc.: GSE68459) and Ilumina Expression Ref8_2 BeadArray (Supplemental file 2, GEO acc.: GSE68368) at the OHSU Gene Profiling Shared Resource. Affymetrix microarray quality assessment and RMA normalization was carried out using AffyPLM package (Bioconductor, http://www.bioconductor.org). Illumina (San Diego, CA) BeadChips Data were processed with BeadStudio version 3.0 and the lumi package in Bioconductor, which was used for quality control and quantile normalization. Normalized data was log2 transformed and analyzed using GeneSifter (Perkin Elmer, Waltham, MA), using t-test to obtain raw p values between different genotypes and Benjamini-Hochberg false discovery rate for adjusted p values.

#### Heat map generation

Heatmaps were generated using the Heatplus package in R (Ploner et al., 2014). Heatplus: Heatmaps with row and/or column covariates and colored clusters. R package version 2.12.0.

# Supplementary material for: The REST remodeling complex protects genomic integrity during embryonic neurogenesis
**Source:** eLife. 2016 Jan 8;5:e09584. doi: 10.7554/eLife.09584
**Supplement:** Supplementary file 1. — DOI: http://dx.doi.org/10.7554/eLife.09584.018

microglia sensome

p53-dependent apoptosis

other

neuronal

References

1. 

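Supplementary file 1 gives a fold change and a p-value for transcripts higher in *Cre+, Rest GTi/GTi* brain at E12.5, and marks them as microglial, p53-dependent, neuronal or other. Its 104 entries name 81 genes, because several genes were read by more than 1 probe set. Of these, 76 could be matched to a probe set with a gene name. The entry *Trf* was counted under the name *Trh*, so the counts may include a gene that the file does not list. All 76 had a positive log2 fold change in the arrays analysed here, with a median of 0.85, and 72 passed when adjusted over the list alone. Over all probe sets, limma called 33 of them, which became 21 without *Cre+, Rest GTi/GTi* replicate 2, 13 with the methods' t-test or with *Eif2s3y* as a covariate, 5 against the 2 male controls, 2 with no scaling, and 0 with unequal variances in that test or with *Cre+, Rest GTi/GTi* replicates 3 and 4 alone. The list was chosen on these same arrays, so neither count is independent evidence of its direction.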

Hickman, S.E.*, et al.* The microglial sensome revealed by direct RNA sequencing. *Nat Neurosci* **16**, 1896-1905.

2. Butovsky, O.*, et al.* Identification of a unique TGF-beta-dependent molecular and functional signature in microglia. *Nat Neurosci* **17**, 131-143.

3. Liang, Y.*, et al.* Expression profiling of Rab GTPases reveals the involvement of Rab20 and Rab32 in acute brain inflammation in mice. *Neurosci Lett* **527**, 110-114.

4. Origasa, M.*, et al.* Activation of a novel microglial gene encoding a lysosomal membrane protein in response to neuronal apoptosis. *Brain Res Mol Brain Res* **88**, 1-13 (2001).

# Supplementary material for: The REST remodeling complex protects genomic integrity during embryonic neurogenesis
**Source:** eLife. 2016 Jan 8;5:e09584. doi: 10.7554/eLife.09584
**Supplement:** Supplementary file 2. — DOI: http://dx.doi.org/10.7554/eLife.09584.019

References

1. McGann, J.C.*, et al.* Polycomb- and REST-associated histone deacetylases are independent pathways toward a mature neuronal phenotype. *Elife* **3**, e04235.

# Supplementary material for: The REST remodeling complex protects genomic integrity during embryonic neurogenesis
**Source:** eLife. 2016 Jan 8;5:e09584. doi: 10.7554/eLife.09584
**Supplement:** Supplementary file 3. — DOI: http://dx.doi.org/10.7554/eLife.09584.020

**Supplementary File 3.**

**Primer sequences used in the study**

How the deposited data were processed for this re-analysis (not part of the article)

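Whole-genome expression was measured in E12.5 brain of *Cre+, Rest GTi/GTi* and *Rest GTi/GTi* control embryos on Affymetrix Mouse 430_2 arrays, labelled as 4 biological replicates per genotype. Whether an array holds RNA of 1 embryo or of several is not stated. The comparison is *Cre+, Rest GTi/GTi* minus control. The Cre transgene and the loss of REST go together in every array and cannot be separated. The replicate numbers of the 2 genotypes did not pair the arrays: residual correlations between arrays of the same number ran from -0.276 to -0.022 and between arrays of different numbers from -0.137 to 0.233, and 0 of 8 arrays correlated best with the array of its own number.

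The authors' methods state quality assessment, RMA normalization with AffyPLM, log2 transformation, and a t-test with Benjamini-Hochberg adjustment in GeneSifter, and a general statistics section names the Welch correction. The labels name RMA without a version. The deposited values are intensity values per probe set on a linear scale, starting at 0, with unequal distributions between arrays, which RMA output does not have. Which step made them is not stated. Array medians ran from 40.9 to 68, with medians over the arrays of 63.8 for *Cre+, Rest GTi/GTi* and 54.8 for controls. A test on log2 values without scaling had been planned before the data were examined. Because the values turned out linear and unscaled, quantile normalization and an added constant of 16 were chosen after the values were seen, and a test with no scaling but the same constant is among the alternatives, since the log2 of 0 that the planned wording asks for does not exist.

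Of 45101 probe sets, 64 Affymetrix controls were left out and 45037 tested. The annotation names 1 gene for 34945 probe sets, several for 932 and none for 9160, which gives 18193 genes. Each gene is represented by the probe set with the highest mean. The mean of 30.5% of the probe sets lay below the added constant, so their fold changes are understated and small changes in them cannot be read. Pearson correlations between arrays ran from 0.982 to 0.991.

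Tests were made with R 4.3.3 and limma 3.58.1 (lmFit and eBayes), adjusted by Benjamini-Hochberg over all tested probe sets and called at 0.05. Fold changes are ratios on the scale of the intensity plus 16. A total of 20 gene lists, written from general knowledge after the paper and its tables had been read and before the data were examined, were tested by members called, by camera with a preset correlation of 0.01 and with an estimated one, and by fry, and were adjusted over the 20 lists. For 29 listed genes no probe set is named, and they are not analysed here. Supplementary file 1 was read from its table: 86 of 104 entries were matched by GenBank accession, 14 by symbol and 4 not at all. Of 89 genes in Supplementary file 2, 75 were matched.

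The test was tried on simulated data with 200 changed probe sets. Limma recovered 98% of 50 probe sets changed by 4 fold, with 8 false calls among 125. The methods' t-test recovered 8%, 32%, 66% and 96% of those changed by 1.3, 1.5, 2 and 4 fold, and with unequal variances 2%, 18%, 48% and 84%.

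Genes were named by a rule set in advance: those the text of the paper names, up to 12 called genes with the largest change in each direction whose groups do not overlap, up to 4 members of each list with the smallest p, and genes of Supplementary file 1 whose value differs from the table. *Cx3cr1*, *Aif1*, *P2ry12*, *Tmem119*, *Sall1*, *Trem2*, *Lgals3*, *Cst7*, *Zmat3*, *Emx1*, *Emx2*, *Otx1*, *Six3*, *Nkx2-1*, *Col3a1*, *Lum*, *Wdfy4*, *Lcp2*, *Ang* and *Cela1* fall outside it and were chosen after their values were seen.

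Alternatives set in advance were the methods' t-test with equal and with unequal variances, eBayes with trend and robust, a filter on dim probe sets, a common median or cyclic loess for scaling, the mean of all probe sets of a gene, leaving out probe sets that can hybridise with several transcripts, a replicate block, array weights, a fold over 1.5 and leaving out each array. Added after the values were seen were constants of 1 and 50, no scaling (the test as first planned, with the constant of 16), *Eif2s3y* as a covariate, the 2 male controls alone, and *Cre+, Rest GTi/GTi* replicates 3 and 4 alone. Sorted progenitors and embryos lacking p53 are not analysed here.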

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

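The tests of other splits of the arrays were set beforehand. The fit with no scaling was the one first planned, apart from its constant of 16, and the fit against the 2 male controls was added after the deposited values were seen. The tests made on both were written before their results. The tests of the relative median, of surrounding tissue, of the share of forebrain and of single dissections were chosen after the results were seen.

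Of the 41 genes called, 8 do not stand in Supplementary file 1. *Cd300a*, an inhibitory receptor of myeloid cells, had a log2 fold change of 1.54, *Wdfy4*, needed by dendritic cells for cross-presentation, 1.18, the adaptor *Lcp2* of blood cells 0.89 and the galectin *Lgals3* 1.18. The ribonuclease *Ang* had 0.95 and the elastase *Cela1* 0.96. *Tnnt3*, a troponin of fast muscle, had -0.70 and *Cfap43*, a protein of motile cilia, -0.73, both from dim probe sets. The call of *Cd300a* held under 12 of 23 alternatives and that of *Lgals3* under 9 of 23. Those of *Wdfy4* and *Lcp2* each held under 7 of 23, *Ang* under 7 of 24 and *Cela1* under 3 of 23. That of *Tnnt3* held under 7 of 22 and that of *Cfap43* under 3 of 23. Of the 35 splits of the 8 arrays into equal groups, 1, the real one, called as many as 41 genes, and the highest of the others called 1. This is the smallest share that 35 splits allow, so it argues against chance without excluding it, and only for the main test. The counts for the 12 microglia genes (1 split of 35, highest other 0) and the 5 p53 targets (1 split of 35, highest other 0) leave chance open, because every one of these genes stands in Supplementary file 1, which was chosen on the real split.

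The means of the microglia, phagocytic and lysosome lists lay above every control on all 4 *Cre+, Rest GTi/GTi* arrays. Of their members, 12 of 35, 5 of 20 and 3 of 26 were called. By the number of calls, a test written before its result was seen, scaling between arrays counts as a cause, since with no scaling 1 microglia gene was called in place of 12 (12 with a common median or loess). The fold change argues against it: the median over the list was 0.80 with no scaling and 0.72 with it, and lay 0.75 above the median of all genes, while the median standard error was 0.21 in place of 0.13, so the calls were lost to a wider spread. Surrounding tissue is argued against by the *Cre+, Rest GTi/GTi* arrays with no excess of mesenchyme RNA, where the list lay at least 0.65 above the highest control. These arrays, replicates 3 and 4, had the highest means of the Hox genes (2.47 and 1.81, against at most 1.27 on a control), so they are not free of added hindbrain. The list was also higher, at 0.87, on *Cre+, Rest GTi/GTi* replicate 1, whose Hox mean was -0.80. The 2 female controls are argued against by a median of 0.89 against the male controls alone. These values leave open more microglia, or more RNA per microglial cell, in *Cre+, Rest GTi/GTi* brain, a hypothesis that was not tested. An effect of Cre itself also stays open and untested. Of the 35 microglia genes 32 were positive and 3 negative, namely *Trem2* (-0.23), *Sall1* (-0.12) and *Slc2a5* (-0.06). *P2ry12* (0.16) and *Spi1* (0.06) were among those not called.

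*Dlx1* (-0.68), *Dlx2* (-0.56) and *Dlx5* (-0.46), transcription factors of the ventral forebrain and of GABAergic neurons, were called lower adjusted over the list of forebrain genes alone (3 genes, but 1 with no scaling, 2 without less specific probe sets and 5 with a common median), and not over all genes (3 of the list with trend and robust). A smaller share of forebrain as the whole cause is argued against by *Emx1*, *Emx2*, *Otx1* and *Six3*, 4 genes picked after their values were seen, with a median of -0.047 (standard error 0.16, SD over the genes 0.34) against -0.56 for the Dlx genes, and only narrowly once *Lhx6* (-0.55, as low as the Dlx genes) and *Nkx2-1* (-0.26) are counted, with a median of -0.15 over 6 genes (standard error 0.13, SD 0.37), so it may be part of the cause. Hindbrain or surrounding tissue could not be tested on arrays free of both, of which there were 0 among the *Cre+, Rest GTi/GTi* arrays, but added tissue would dilute all forebrain genes, and the mean of the 4 genes lay above that of the Dlx genes by at least 0.41 on each *Cre+, Rest GTi/GTi* array (SD over the controls 0.26), and that of the 6 by at least 0.26 (SD 0.10). Against the male controls alone the median of the Dlx genes was -0.49, which argues against the 2 females as the cause. A smaller share of ventral than of dorsal forebrain in the dissections, fewer GABAergic precursors, and an effect of Cre stay open and untested, so a loss of these precursors may be stated only as a hypothesis.

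Also outside what the paper discusses for these arrays, 3 genes passed adjusted over the oligodendrocyte precursor list alone. That list was drawn from the proneural tumour signature of Figure 8, and which cells carried these RNAs here was not tested. *Olig2* had a log2 fold change of -0.62, *Nkx2-2* -0.41 and the proteoglycan gene *Cspg4* 0.29. None passed over all genes (adjusted p = 0.316, 0.602 and 0.561 from limma). The 3 became 1 without *Cre+, Rest GTi/GTi* replicate 1 or 2 or control replicate 1 or 3, 1 with unequal variances in the methods' t-test, and 0 with no scaling, with *Eif2s3y*, against the male controls or with *Cre+, Rest GTi/GTi* replicates 3 and 4 alone.

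Mesenchyme genes lay above the highest control, by more than the SD of the controls, on 2 *Cre+, Rest GTi/GTi* arrays and not on the other 2. This is consistent with surrounding tissue kept in single dissections, which leaves out *Rgs5*, a gene of pericytes, at 540.8 to 584.9 on all 4 *Cre+, Rest GTi/GTi* arrays and 380.7 to 499.9 on the controls. No biological explanation was tested.

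Over the array medians, the means of the lists, the genes the paper names and the called genes with the largest change, 134 groups of 4 arrays were tested for a single array far from the others, and 4 were found (3%, where chance gives about 5%). For *Cd300a*, *Cre+, Rest GTi/GTi* replicate 4 read 32.4 and the others 52.8 to 55.6. For *Ccng1*, control replicate 1 read 861.3 and the others 620.2 to 649.7. For *Pmaip1*, *Cre+, Rest GTi/GTi* replicate 1 read 76.9 with the others at 46.8 to 48.5, and control replicate 4 read 22.6 with the others at 14.2 to 15.1.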

How the results depend on the processing

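All values with constants of 1 and 50, with *Eif2s3y*, against the 2 male controls and with *Cre+, Rest GTi/GTi* replicates 3 and 4 alone come from tests chosen after the values were seen. No scaling is the test as first planned, apart from the constant of 16 chosen later, and counted below with the added ones. The others were set before the data were examined. The planned covariate for sex was not run, since no probe set is named for its gene, and is replaced by *Eif2s3y*.

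The log2 fold change of *Rest* stayed negative and was not called under any alternative (-0.88 to -0.29), and 0 REST targets and 0 Supplementary file 2 genes were called under any. Of 31 named genes called, 342 of 541 values under alternatives set beforehand were still called and 540 kept their sign. Under added alternatives 63 of 186 were still called and 186 kept their sign.

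The 41 genes called, all of them past 1.3 fold and past 1.5 fold, became 14 with the methods' t-test (13 past 1.3 fold; 13 shared with the 41; 1252 at an unadjusted p under 0.05) and 0 with the Welch correction (1033 unadjusted). In the same order, list members called went from 25 to 13 and 0, p53 targets from 5 to 1 and 0, and Supplementary file 1 genes from 33 to 13 and 0. Microglia genes went from 12 to 9 and 0. Trend and robust gave 50 genes, the filter on dim probe sets 28, a common median 39, loess 37, the mean of probe sets 48, leaving out less specific probe sets 34, and array weights 41. A common median left 3 p53 targets. Called probe sets went from 63 to 20 with the t-test, 37 with the filter on dim probe sets, 3 with no scaling, 19 with *Eif2s3y* and 6 against the male controls.

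With the replicate block, 0 genes were called in place of 41 (1142 unadjusted), and 0 list members, 0 microglia genes, 0 p53 targets and 0 Supplementary file 1 genes. With an estimated correlation camera kept the microglia call (adjusted p = 0.0361) and lost the phagocytic (0.142), lysosome (0.0725) and p53 (0.0614) ones. The replicate numbers do not pair the arrays, and the block takes degrees of freedom.

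Leaving out 1 array at a time, 21 to 31 genes were called, all past 1.3 fold: 29, 21, 26 and 31 without *Cre+, Rest GTi/GTi* replicates 1 to 4, and 26, 24, 23 and 27 without control replicates 1 to 4. List members ran from 16 (without *Cre+, Rest GTi/GTi* replicate 2) to 22, microglia genes from 11 to 12 and Supplementary file 1 genes from 21 (without the same array) to 27. P53 targets were 1 without *Cre+, Rest GTi/GTi* replicate 2, 3 or 4 or control replicate 2, and 2 without any other array. Probe sets ran from 29 to 42. Fewer arrays were tested here.

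A constant of 1 gave 26 genes (26 past 1.3 fold) and 1 p53 target, and a constant of 50 gave 37 genes. No scaling gave 2 genes, 2 past 1.3 fold, 1 list member, 1 microglia gene, 0 p53 targets and 2 Supplementary file 1 genes (575 genes unadjusted). *Eif2s3y* as a covariate gave 14 genes, 14 past 1.3 fold, 12 list members, 2 p53 targets and 13 Supplementary file 1 genes. The 2 male controls gave 5 genes, 5 past 1.3 fold, 5 list members, 4 microglia genes, 1 p53 target and 5 Supplementary file 1 genes. *Cre+, Rest GTi/GTi* replicates 3 and 4 gave 0 genes (1172 unadjusted), 0 past 1.3 fold, 0 list members, 0 microglia genes, 0 p53 targets and 0 Supplementary file 1 genes. The last pair test fewer arrays; other causes were not tested.

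Some values changed sign. *Trem2* was 0.14 with the mean of its probe sets, and without less specific probe sets *Cfap43* was 0.24 and *Mapk8ip1* -0.055. *Otx1* ran from -0.13 to 0.035 when 1 array was left out, being above 0 without *Cre+, Rest GTi/GTi* replicate 2 or 4 or control replicate 2 or 4, and was 0.0497 with no scaling, 0.030 with *Eif2s3y* and 0.031 against the male controls. *Emx2* ran from -0.26 to 0.043 when 1 array was left out, being above 0 without *Cre+, Rest GTi/GTi* replicate 3 or 4 or control replicate 4. With *Cre+, Rest GTi/GTi* replicates 3 and 4 alone, the medians of the neuronal and mesenchyme lists were 0.036 and -0.12, and *Tubb3* was 0.035, *Tmem119* -0.10, *Col3a1* -0.41 and *Lum* -0.39. Other list medians changed sign: erythroid -0.098 without *Cre+, Rest GTi/GTi* replicate 1 and -0.14 with replicates 3 and 4 alone, where choroid plexus was -0.12 and oligodendrocyte precursors -0.16 (-0.35 with the filter on dim probe sets), and midbrain and hindbrain -0.0061 with that filter, -0.018 with *Eif2s3y* and -0.0069 against the male controls. Lists with medians near 0 crossed it too, namely stress (to -0.02), replication and mitosis (to 0.046), DNA repair (to -0.06), apical progenitors (to 0.0011) and Supplementary file 2 (to -0.0575). The cause was not tested.

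Of the remaining tests of lists and probe sets, 179 of 206 values set beforehand and 62 of 72 added ones kept direction and call, and of single genes 1347 of 1567 and 401 of 533. With a preset correlation the camera calls of the microglia, phagocytic, lysosome and p53 lists held under every alternative run. With an estimated correlation all 4 were lost with no scaling (adjusted p = 0.0837, 0.182, 0.422 and 0.387), the phagocytic call with *Eif2s3y* (0.0535), against the male controls (0.111) and with *Cre+, Rest GTi/GTi* replicates 3 and 4 alone (0.06), and there the lysosome call too (0.053). The REST target median was 0.18 without *Cre+, Rest GTi/GTi* replicate 1 (4 adjusted over the list alone), 0.016 without replicate 3 and 0.24 with replicates 3 and 4 alone. Supplementary file 1 genes adjusted over the list alone were 72 of 76, and 41 of the 43 left by the filter on dim probe sets.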

Differences from the paper's values

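No test here was chosen to come closer to the paper's values; settings added later are named as such.

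The paper's table, Supplementary file 1, lists 76 genes that have a named probe set, counting *Trf* under the name *Trh*. Of these, 33 were called here at an adjusted p under 0.05. The text gives a threshold of 1.3 fold and the table gives p-values. All 76 were positive, and 72 were higher at an unadjusted p under 0.05 from limma. The number called at an adjusted p under 0.05 differs from the paper's under every alternative set before the data were examined. It ran from 0 (Welch correction or replicate block) to 39 (mean of all probe sets). Of the 43 not called, 5 were called by another of their probe sets, 16 under an alternative set beforehand and 27 under none. Alternatives that called some of the 43 were the mean of all probe sets (10), trend and robust (5), the filter on dim probe sets (4), leaving out less specific probe sets (2), a common median (1), array weights (1), and leaving out *Cre+, Rest GTi/GTi* replicate 1 (1), *Cre+, Rest GTi/GTi* replicate 4 (1) or control replicate 4 (1). A constant of 50, chosen after seeing the values, called 2 and dropped 2 of the 33.

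The paper's fold change of Ms4a6b is 4.305 and the value here 2.08. It differs under every alternative, set beforehand or added.

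The paper's fold change of Eda2r is 3.874 and the value here 2.58. Alternatives set before the data were examined under which it no longer differs are cyclic loess (2.61), array weights (2.60), and leaving out *Cre+, Rest GTi/GTi* replicate 2 (2.66), *Cre+, Rest GTi/GTi* replicate 4 (2.60), control replicate 2 (2.70) or control replicate 3 (2.87). It differs under the others set beforehand, and the filter on dim probe sets gives no value. Of those added after seeing the values, a constant of 1 (3.47; drops 10 of the 33), no scaling (2.73; drops 31), *Eif2s3y* as a covariate (3.26; drops 20), the male controls (3.25; drops 28) and *Cre+, Rest GTi/GTi* replicates 3 and 4 (2.60; drops all 33) come within 1.5 times, and a constant of 50 does not (1.88).

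The paper's fold change of Ms4a7 is 2.058 and the value here 3.37. The alternatives set before the data were examined under which it does not differ are the mean of all probe sets (2.09) and leaving out control replicate 2 (3.07); it differs under the others, and the filter on dim probe sets gives no value. Of those added after seeing the values, a constant of 50 (2.06; drops 2 of the 33), *Eif2s3y* as a covariate (2.97; drops 20) and the male controls (3.00; drops 28) do not differ, and a constant of 1 (6.38), no scaling (3.48) and *Cre+, Rest GTi/GTi* replicates 3 and 4 (3.36) do.

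The other 61 of 64 entries compared lay within 1.5 times of the paper's fold or within the spread. Over the 64, the ratio of the fold here to the paper's had a median of 0.962 (0.483 to 1.64). Across entries, which are not independent replicates, Pearson's r of the log2 folds was 0.795 and Spearman's rho 0.842.

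The paper's Figure 5F measures *Sesn2* and *Perp* by qRT-PCR as pro-apoptotic p53 targets, and its text speaks of elevated targets. On the arrays *Sesn2* had a log2 fold change of 0.78 and *Perp* 0.53, neither of them called, though *Sesn2* passed adjusted over the list of p53 targets alone, and over all genes with trend and robust, the filter on dim probe sets, the mean of all probe sets or a constant of 50. Supplementary file 1 lists it at 1.541 fold, and the value here was 1.72. *Cdkn1a* and *Ccng1*, of the same panel as *Sesn2*, were called at 1.22 and 0.84. *Btg2* and *Snap25*, its targets of other kinds, were not called.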

Other observations

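The values below come from lists and comparisons set beforehand, apart from the per-array means, chosen after the results were seen, and the values with constants of 1 or 50, with *Eif2s3y*, against the male controls or with *Cre+, Rest GTi/GTi* replicates 3 and 4 alone, chosen after the deposited values were seen. No scaling was planned first, without its constant of 16.

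The means of the mesenchyme, endothelial and choroid plexus lists were highest on *Cre+, Rest GTi/GTi* replicates 1 and 2. All 12 mesenchyme genes were positive with a median log2 fold change of 1.02 (0.48 without *Cre+, Rest GTi/GTi* replicate 2), 0 called by limma (2 at an unadjusted p under 0.05, 0 with the methods' t-test, 0 adjusted over the list alone, where leaving out *Cre+, Rest GTi/GTi* replicate 4 gave 1). *Dcn*, a proteoglycan of connective tissue, read 470, 267.1, 93.7 and 54.3 on *Cre+, Rest GTi/GTi* replicates 1 to 4 and 34.2 to 61.9 on controls, and *Lum* had a log2 fold change of 2.05. The 13 endothelial genes were all positive with a median of 0.36 (0.22 without *Cre+, Rest GTi/GTi* replicate 1 and 0.091 with replicates 3 and 4 alone), 0 called (5 unadjusted, 0 with the methods' t-test, 0 with trend and robust, 0 adjusted over the list alone, where leaving out *Cre+, Rest GTi/GTi* replicate 4 gave 2, and trend and robust, the filter on dim probe sets, the mean of probe sets, leaving out less specific probe sets or a constant of 50 gave 1). Yet *Cldn5*, a tight junction protein of vessels, read 305, 278.8, 278.3 and 260.5 on *Cre+, Rest GTi/GTi* replicates 1 to 4 and 203.4 to 241.1 on controls (log2 fold change 0.31), and *Eng* was likewise above every control on all 4 (0.30). The mean of the endothelial list was 0.72, 0.49, 0.08 and 0.06 on *Cre+, Rest GTi/GTi* replicates 1 to 4 and at most 0.11 on a control (two-sided exact permutation p = 0.0857). Of 7 choroid plexus genes 6 were positive, with a median of 0.40 (0.067, 0.24 and 0.63 without *Cre+, Rest GTi/GTi* replicate 1, 2 or 3, and 0.18 without control replicate 1) and 0 called (0 adjusted over the list alone, 1 unadjusted, 0 with the methods' t-test), and their mean was 1.29, 1.14, -0.44 and -0.40, against 0.85 on control replicate 4. The camera calls of the mesenchyme and endothelial lists did not hold (adjusted p = 0.289 for each with an estimated correlation).

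Forebrain genes as a whole had a median of -0.26 over 9 genes (-0.42 without *Cre+, Rest GTi/GTi* replicate 1 and -0.47 without control replicate 4), 8 of them negative, with 0 called by limma (3 lower adjusted over the list alone, 1 with no scaling; 1 higher and 4 lower unadjusted; over all genes 0 with the methods' t-test, 3 with trend and robust and 1 with the filter on dim probe sets or the mean of probe sets). Camera gave adjusted p = 7.82e-05, and adjusted p = 0.0509 with an estimated correlation. With that estimate the list passed with the filter on dim probe sets, the mean of probe sets, array weights or a constant of 50. It also passed without *Cre+, Rest GTi/GTi* replicate 1 or control replicate 3 or 4 (adjusted p = 0.0242 without the last). Under the other alternatives run it did not pass (adjusted p = 0.371 with no scaling). *Dlx1* had an intensity of 1126 ± 116 in *Cre+, Rest GTi/GTi* brain and 1821 ± 280 in controls (SD, n = 4). Of 10 midbrain and hindbrain genes 6 were positive with a median of 0.31 (0.10 without *Cre+, Rest GTi/GTi* replicate 3, 0.16 without control replicate 3, and 0.61 with *Cre+, Rest GTi/GTi* replicates 3 and 4 alone), 0 called (0 unadjusted, 0 with the methods' t-test, 0 adjusted over the list alone, where leaving out *Cre+, Rest GTi/GTi* replicate 1 gave 1 higher, and replicates 3 and 4 alone 3), and the mean of the Hox genes was -0.80, 1.01, 2.47 and 1.81 on *Cre+, Rest GTi/GTi* replicates 1 to 4 and 1.27 on control replicate 1 (exact p = 0.286). Of 7 oligodendrocyte precursor genes 4 were positive with a median of 0.09. The median was 0.15 and 0.0053 without *Cre+, Rest GTi/GTi* replicate 1 or 2, and 0.14 and 0.045 without control replicate 3 or 4. Of these genes 0 were called (1 higher and 2 lower adjusted over the list alone, 1 in all without *Cre+, Rest GTi/GTi* replicate 1 or 2 and 0 with no scaling).

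Interferon-response genes gave no call over all genes, and all but *Irf9* were dim. Of 16, 13 were positive with a median of 0.29 (0.50 with a constant of 1 and 0.15 with a constant of 50). Limma called 0 (2 higher adjusted over the list alone, 5 unadjusted, 0 with the methods' t-test). The filter on dim probe sets left 1 gene, *Irf9*, at 0.0001. Adjusted over the list alone, the 2 became 0 without *Cre+, Rest GTi/GTi* replicate 2 or control replicate 1, 2 or 3, and with the methods' t-test under equal or unequal variances. The count was also 0 with *Eif2s3y*, against the male controls or with *Cre+, Rest GTi/GTi* replicates 3 and 4 alone. It was 1 without *Cre+, Rest GTi/GTi* replicate 3 or 4 or without less specific probe sets, and 4 without control replicate 4. The filter on dim probe sets left neither of the 2 to be tested. The antiviral genes *Rsad2* and *Trim30a* had log2 fold changes of 0.82 and 0.57. They are the 2, and both stand in Supplementary file 1, chosen on these arrays, so their direction is not independent evidence. The mean of the list was 0.38, 0.22, 0.10 and 0.25 on *Cre+, Rest GTi/GTi* replicates 1 to 4 and at most 0.06 on a control (two-sided exact permutation p = 0.0286). Camera gave adjusted p = 0.000145, and adjusted p = 0.0638 with an estimated correlation. With that estimate the list passed only with a common median (adjusted p = 0.0278) or without *Cre+, Rest GTi/GTi* replicate 3 (adjusted p = 0.0297).

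Genes of DNA replication and of DNA repair gave no call at this age. Of 34 replication and mitosis genes 21 were negative, with a median of -0.01 and 0 called by limma (0 adjusted over the list alone, 0 unadjusted, 0 with the methods' t-test). Of 25 DNA damage and repair genes 13 were positive and 0 were called (0 adjusted over the list alone, 1 unadjusted, 0 with the methods' t-test). The 1 was *Fanca*, of the Fanconi anaemia pathway, at 0.22. Of 13 stress-response genes 9 were positive with a median of 0.04, 0 called (0 with the methods' t-test, 0 adjusted over the list alone, where leaving out control replicate 3, *Eif2s3y* or the male controls gave 1 lower); at an unadjusted p under 0.05, *Asns* had 0.23 and *Herpud1* -0.41. Erythroid genes (8 of 9 positive, median 0.08, but -0.098 without *Cre+, Rest GTi/GTi* replicate 1, whose mean of 0.71 stood alone above the controls) and neutrophil genes (7 of 8 positive, median 0.06) had 0 called, 0 adjusted over the list alone, 0 unadjusted and 0 with the methods' t-test. The neutrophil median was 0.11 without control replicate 1, 0.037 without control replicate 2 and 0.35 with a constant of 1.

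Supplementary file 2 comes from embryos that also lack p53. Of its 75 genes matched here, 39 were positive and 36 negative in brain with p53 present, with 0 called by limma (7 higher and 0 lower unadjusted, 0 with the methods' t-test). With all arrays, camera did not place the list apart from other genes. Camera with a preset correlation did so without *Cre+, Rest GTi/GTi* replicate 1 (2 genes higher adjusted over the list alone), a call lost with an estimated correlation, and with *Cre+, Rest GTi/GTi* replicates 3 and 4 alone, where it held with an estimated correlation. With trend and robust, the filter on dim probe sets or a constant of 50, 3 genes were higher adjusted over the list alone, in place of 0. Fry, which tests the list against no change and not against other genes, passed for either direction and not for a single one.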
